# Heterozygosity for *Pten* Promotes Tumorigenesis in a Mouse Model of Medulloblastoma

**DOI:** 10.1371/journal.pone.0010849

**Published:** 2010-05-26

**Authors:** Robert C. Castellino, Benjamin G. Barwick, Matthew Schniederjan, Meghan C. Buss, Oren Becher, Dolores Hambardzumyan, Tobey J. MacDonald, Daniel J. Brat, Donald L. Durden

## Abstract

**Background:**

Recent publications have described an important role for cross talk between PI-3 kinase and sonic hedgehog signaling pathways in the pathogenesis of medulloblastoma.

**Methodology/Principal Findings:**

We crossed mice with constitutive activation of *Smoothened*, *SmoA1*, with *Pten* deficient mice. Both constitutive and conditional *Pten* deficiency doubled the incidence of mice with symptoms of medulloblastoma and resulted in decreased survival. Analysis revealed a clear separation of gene signatures, with up-regulation of genes in the PI-3 kinase signaling pathway, including downstream activation of angiogenesis in *SmoA1*+/−; *Pten* +/− medulloblastomas. Western blotting and immunohistochemistry confirmed reduced or absent Pten, Akt activation, and increased angiogenesis in *Pten* deficient tumors. Down-regulated genes included genes in the *sonic hedgehog* pathway and tumor suppressor genes. *SmoA1*+/−; *Pten* +/+ medulloblastomas appeared classic in histology with increased proliferation and diffuse staining for apoptosis. In contrast, *Pten* deficient tumors exhibited extensive nodularity with neuronal differentiation separated by focal areas of intense staining for proliferation and virtually absent apoptosis. Examination of human medulloblastomas revealed low to absent PTEN expression in over half of the tumors. Kaplan-Meier analysis confirmed worse overall survival in patients whose tumor exhibited low to absent PTEN expression.

**Conclusions/Significance:**

This suggests that PTEN expression is a marker of favorable prognosis and mouse models with activation of PI-3 kinase pathways may be important tools for preclinical evaluation of promising agents for the treatment of medulloblastoma.

## Introduction

Medulloblastoma is the most common malignant brain tumor of childhood. Multimodality treatment with surgery, radiation, and chemotherapy cures many patients, but often leaves survivors devastated with long-term toxicities that affect their neurocognitive and growth potential. Despite clinical advances, up to 30% of children with medulloblastoma experience tumor progression or recurrence, for which no curative therapy exists. The lack of more effective, less toxic therapies stems from our imperfect understanding of medulloblastoma tumor biology.

Currently, patients diagnosed with medulloblastoma are treated based upon disease stage, age at diagnosis, and extent of resection using a combination of surgery, chemotherapy, and ionizing radiation (IR) [1]. The importance of histology in tumor biology and treatment responsiveness has been controversial. The World Health Organization (WHO) currently recognizes at least 5 subtypes of medulloblastoma: classic, desmoplastic, extensive nodularity (MBEN), large-cell, and anaplastic [2]. While large-cell and anaplastic medulloblastomas tend to behave more aggressively and desmoplastic and MBEN tumors tend to be associated with a better prognosis for survival, medulloblastomas often contain cells of more than one histology [3], [4]. In addition, factors such as age and disease stage have been associated with worse prognosis independent of histology and treatment protocols do not currently stratify patients based on tumor histology.

In an effort to improve treatment, tumors have also been classified based upon their cytogenetic and gene expression profiles [5], [6]. Losses on chromosome 17q, the most common cytogenetic abnormality in human medulloblastoma, have been associated with classic or large-cell histology, while losses on 9q have been associated with desmoplastic tumors. Cytogenetic analyses have also identified frequent allelic loss of chromosome 10q23.31, the locus of phosphatase and tensin homolog, *PTEN*, in human medulloblastomas [7]. PTEN dephosphorylates phosphatidylinositol-3,4,5-triphosphate (PIP_3_), and is a major inhibitor of signaling through the phosphatidylinositol 3-kinase (PI-3 kinase) pathway. Activation of PI-3 kinase signaling is a major driving force in progression of a majority of human neoplasms, including brain tumors [8]. Studies of human medulloblastoma have reported decreased expression of *PTEN* mRNA and protein, compared to normal cerebellum controls. In addition, the *PTEN* promoter has been found to be hypermethylated in 5 of 10 human cases of medulloblastoma. And, Immunohistochemistry (IHC) has detected increased staining for activated AKT in human medulloblastoma tissues, consistent with loss of upstream inhibition by *PTEN* [9]. We hypothesized that increased signaling through PI-3 kinase may influence medulloblastoma tumorigenesis in a mouse model.

We used the *SmoA1* transgenic mouse model of medulloblastoma [10] to study the effect of *Pten* loss on medulloblastoma tumorigenesis. We found that heterozygosity for *Pten*, in the context of constitutive overexpression of *Smoothened*, *SmoA1*, altered tumor histology and accelerated medulloblastoma tumorigenesis in *SmoA1* +/−; *Pten* +/− mice. Analysis by gene expression microarray revealed a clear separation of gene signatures, with downstream activation of angiogenesis and down-regulation of genes involved in cell cycle regulation in *SmoA1*+/−; *Pten* +/− medulloblastomas. Western blotting and IHC confirmed PI-3 kinase pathway activation and increased angiogenesis in *Pten* deficient tumors. Compared to tumors from control mice, *SmoA1*+/−; *Pten* +/− tumors exhibited extensive nodularity with neuronal differentiation separated by focal areas of intense staining for proliferation and virtually absent apoptosis.

Examination of human medulloblastoma tissue microarrays revealed a significant association between PTEN loss and poor survival. PTEN expression was low to absent in over half of human medulloblastomas. The majority of those dead of disease had low to absent PTEN expression. Kaplan-Meier analysis confirmed worse overall survival in patients whose tumor exhibited low to absent PTEN protein expression, suggesting that PTEN expression is an important marker of prognosis in medulloblastoma.

## Results

### Heterozygosity for *Pten* promotes tumorigenesis in a mouse model of medulloblastoma

Approximately 50% of mice expressing one allele of *SmoA1*, *SmoA1* +/−, and 75% of mice expressing two alleles of *SmoA1*, *SmoA1* +/+, developed symptoms of medulloblastoma by 1 year of age (**Figure 1A**, **Table S1**). When *SmoA1* mice were crossed with *Pten* +/− mice, 97.9% of the *SmoA1* +/−; *Pten* +/− offspring followed over the same time interval exhibited symptoms of medulloblastoma. All symptomatic animals were necropsied and found to have visible tumor in the posterior fossa and tumor histology consistent with medulloblastoma. *SmoA1* +/−; *Pten* +/− mice exhibited decreased survival compared either to *SmoA1* +/+; *Pten* +/+ or to *SmoA1* +/−; *Pten* +/+ mice (*p*<0.0001, Log-rank) (**Figure 1B**).

**Figure 1:**
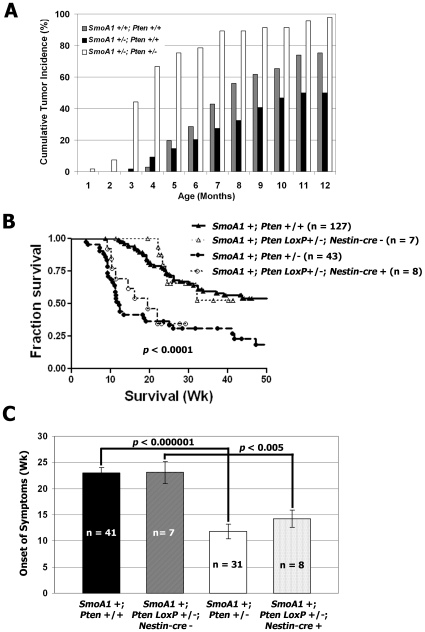
Compound *SmoA1*, *Pten* heterozygotic mice exhibit an increased incidence of medulloblastoma and reduced survival. *SmoA1* +/+ mice were crossed with *Pten* +/− mice and followed for symptoms. (**A**) Observed tumor incidence in *Pten* deficient versus control mice over the course of 1 year. (**B**) Kaplan-Meier survival analysis of *SmoA1* +; *Pten* +/− (n = 43) and *SmoA1* +; *Pten* (*LoxP*/*-*); *Nestin*-*cre* + (n = 8) mice, compared to *SmoA1* +; *Pten* +/+ (n = 127) and *SmoA1* +; *Pten* (*LoxP*/*-*); *Nestin*-*cre* - (n = 7) (p<0.0001, Log-rank) controls. (**C**) Mice with global *Pten* deficiency as well as those with conditional, partial knock-out of *Pten* developed symptoms earlier than controls (p<0.000001 and <0.005, respectively).

We confirmed this finding using mice that express the *SmoA1* transgene, *SmoA1* +, and conditional, partial deletion of *Pten*, *Pten* (*LoxP*/-), in cells of neuronal lineage. In these triple transgene-positive mice, *Cre* was expressed under control of the *Nestin* gene promoter, *Nestin-cre*. We have not yet been able to generate mice that have complete deletion of *Pten* in *Nestin*-positive cells. However, we have evidence that conditional, partial knock-out of *Pten*, *SmoA1* +; *Pten* (*LoxP*/*-*); *Nestin*-*cre* +, accelerates medulloblastoma formation compared to controls, *SmoA1* +; *Pten* (*LoxP*/*-*); *Nestin*-*cre* - (**Figure 1B**). Mice with global *Pten* deficiency developed symptoms of medulloblastoma at a median age of 11.8±1.4 weeks and mice with conditional, partial knock-out of *Pten* developed symptoms at a median age of 13±1.7 weeks. In comparison, control *SmoA1* +; *Pten* +/+ and *SmoA1* +; *Pten* (*LoxP*/*-*); *Nestin*-*cre*- mice developed symptoms at median ages of 23±1 and 23.4±2.1weeks, respectively (**Figure 1C**).

### Loss of a single allele for *Pten* drives medulloblastoma histology to extensive nodularity

Mice that expressed the *SmoA1* transgene and that were either wild-type (+/+) or deficient (+/−) in expression of *Pten* were prone to development of tumor in the developing mouse cerebellum. Tumor was not identified in other areas of the mouse brain. The cerebellar tumors in this study varied in histologic appearance by whether the animal was homozygous or heterozygous for *Pten*, with the histologies corresponding to patterns of human medulloblastoma. The tumors in the *SmoA1*+; *Pten* +/+ mice showed a uniform pattern of “small round blue cells” arranged in sheets with molding of the tumor cell nuclei against each other and numerous mitoses and karyorrhectic tumor nuclei, recapitulating the appearance of classic medulloblastomas in humans. In contrast, the tumors from *SmoA1*+; *Pten* +/− mice were biphasic, with areas that were histologically identical to the tumors from *SmoA1*+; *Pten* +/+ mice, but also with large nodular areas of increased neuronal differentiation. These nodular areas were less cellular and had round nuclei that were arranged in a streaming pattern over a background of neuronal fibrillarity, similar to the appearance of the nodules of medulloblastomas with extensive nodularity (MBEN) in humans. Only rare mitoses and karyorrhectic nuclei could be identified in nodular areas (**Table S2**). This finding was confirmed in animals with conditional, partial knock-out of *Pten*, *SmoA1* +; *Pten* (*LoxP*/*-*); *Nestin*-*cre* +, which developed medulloblastomas with MBEN histology. Control *SmoA1* +; *Pten* (*LoxP*/*-*); *Nestin*-*cre* - animals developed medulloblastomas with classic histology (Data not shown).

### *SmoA1* +; *Pten* +/− medulloblastomas exhibit increased signaling through PI-3 kinase pathways

*SmoA1* +; *Pten* +/+ mouse medulloblastomas exhibited diffuse expression of Pten in tumor cells. In contrast, Pten expression was virtually absent in medulloblastomas from *SmoA1* +; *Pten* +/− mice, except in the areas around blood vessels (**Figure 2A** **, black arrow**). As expected, there was much stronger staining for activated Akt, phosphorylated on serine 473, in medulloblastoma tumors from *SmoA1* +; *Pten* +/− mice (**Figure 2A** **, white arrow**). By western blotting, we confirmed reduced Pten expression and increased expression of activated Akt, phosphorylated on serine 473, in *SmoA1* +; *Pten* +/− medulloblastomas (**Figure 2B**). Total Akt expression was equivalent among *SmoA1* +; *Pten* +/+ and *SmoA1* +; *Pten* +/− tumors.

**Figure 2:**
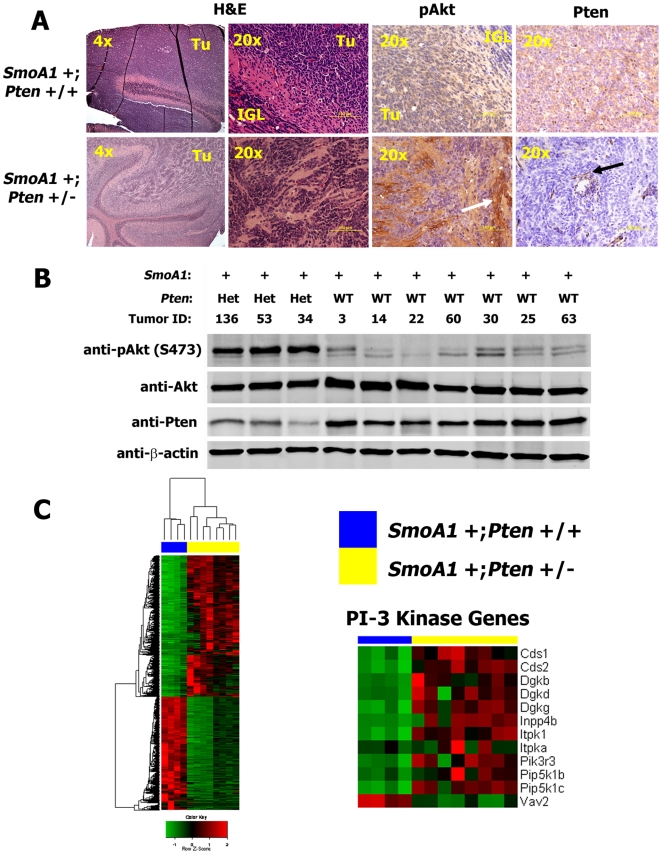
*Pten* deficiency activates PI-3 kinase signaling and drives medulloblastoma histology from classic to extensive nodularity. (**A**) *SmoA1* +; *Pten* +/+ medulloblastomas demonstrated classic histology; *SmoA1* +; *Pten* +/− tumors were extensively nodular in histology. *Pten* deficient tumors exhibited focal regions of intense staining for activated Akt (white arrow) and virtually absent staining for Pten. Only regions around blood vessels (black arrow) stained positive for Pten in *SmoA1* +/−; *Pten* +/− tumors. (**B**) Western blotting revealed decreased expression of Pten and increased activation of Akt in *SmoA1* +/−; *Pten* +/− medulloblastomas (n = 3), compared to controls (n = 7). (**C**) Total RNA was extracted from *SmoA1* +/−; *Pten* +/+ (n = 4) and *SmoA1* +/−; *Pten* +/− (n = 8) medulloblastomas and hybridized to Illumina mouse microarray chips. Expression of genes involved in PI-3 kinase signaling was up-regulated in *Pten* deficient tumors. Red pixels represent increased expression and green pixels represent decreased expression. Each column corresponds to mRNA extracted from an individual mouse medulloblastoma. The blue bar at the top of each heatmap indicates *Pten* +/+ and the yellow bar indicates *Pten* +/− tumors.

To confirm our findings from IHC and western blotting, we extracted RNA from *SmoA1* +; *Pten* +/+ and *SmoA1* +; *Pten* +/− medulloblastomas, and hybridized labeled RNA to mouse Illumina microarray BeadChips for analysis of differential gene expression. 

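The arrays compared medulloblastomas from 4 *SmoA1* +; *Pten* +/+ mice and 8 *SmoA1* +; *Pten* +/− mice, with 1 tumor per mouse and 1 array per tumor. Both groups carried the activated *Smoothened* transgene, so that the *Pten* genotype was the planned difference between them. The mice had survived 17 to 43.6 weeks in the *Pten* +/+ group and 9 to 19 weeks in the *Pten* +/− group, and age at tumor collection therefore differed along with genotype. Each array carried 45281 probes for mouse transcripts, and the authors deposited the linear bead signal intensity of each probe for each tumor. The median intensity per array ran from 74.1 in tumor PS182 (*Pten* +/−) to 97.9 in tumor PS25 (*Pten* +/+). Signals were quantile normalized across the 12 arrays, set on a log2 scale and compared between genotypes by limma, with p-values adjusted by the Benjamini-Hochberg method. Without detection p-values to apply the filter of the methods, the 21649 probes with the highest maximum signal were kept, as many as the methods name. The lowest of these maxima, a normalized signal of 112, was taken as the detection limit. Of the kept probes, 18464 named a single gene, 5 named several and 3180 named none. The 11525 genes were each read from the brightest of their probes. A gene below the limit on every array of 1 genotype is given as "at least" a fold, computed from the limit. Log2 fold changes are positive where the signal was higher in *SmoA1* +; *Pten* +/− medulloblastomas. The chip and scan date of each array were not stated, so that batches could not be examined. No probe was named for *Pten* in the probe table, and its transcript was not read.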

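The largest rises in *SmoA1* +; *Pten* +/− medulloblastomas were those of *Tnnc2*, a troponin of fast skeletal muscle; *Cckbr*, a cholecystokinin receptor; *Rasgrp1*, a Ras activator; and *Egr4*, an immediate early transcription factor. Among the next were *Slc17a7*, a vesicular glutamate transporter; *Chgb*, a secretory granule protein; and *Rgs4*, a regulator of G protein signaling. The largest falls included *Otx1*, a homeobox gene; *Sox18* and *Hsd11b2*; *Lcn2*, an iron-binding secreted protein; and *Pbk*, a mitotic kinase. *Slc17a7* had a normalized signal of 276 ± 211 (SD, n = 4) in *SmoA1* +; *Pten* +/+ medulloblastomas and 3764 ± 1736 (SD, n = 8) in *SmoA1* +; *Pten* +/− medulloblastomas (log2 fold change 3.85, SE 0.52, adjusted p = 9.2e-05, limma). *Lcn2* fell from 1921 ± 889 (SD, n = 4) to 174 ± 118 (SD, n = 8; log2 fold change -3.57, SE 0.42, adjusted p = 4.6e-05). *Cckbr* lay below the detection limit in all 4 *SmoA1* +; *Pten* +/+ medulloblastomas and was at least 16.0-fold higher in *SmoA1* +; *Pten* +/− medulloblastomas. *Tnnc2* was at least 36.4-fold higher by the group means, but its log2 signal was 6.88 and 7.34 in tumors PS182 and PS184, against 12.2 to 14.3 in the other 6. The remaining genes of this ranking were *Tunar*, *Bdnf* and *Eno2* among the rises, and *Tbata*, *Psg23*, *Draxin*, *Lrig3* and *H2ac21* among the falls. At an adjusted p under 0.01 and a 2-fold change, limma found 2451 probes, 1328 higher and 1123 lower in *SmoA1* +; *Pten* +/− medulloblastomas. The SAM procedure of the methods found 2586, with 1408 higher and 1178 lower, and shared all 2451. At an adjusted p under 0.05 the probes numbered 10350 (4540 higher, 5810 lower), and the genes 5795 of 11525 (2542 higher, 3253 lower). Of all genes tested, 33.9% had no overlap between the genotypes, against 0.404% for a random order. Without normalization between arrays the median log2 fold change of the 11525 genes was -0.138. The share of the probes at 2-fold that were higher was then 40.2% in place of 54.2%. With survival in weeks as a covariate, 1047 probes passed at 2-fold, and of the genes named here *Tnnc2* (adjusted p = 0.066), *Tbata* (0.067), *Pbk* (0.087), *Otx1* (0.15) and *Draxin* (0.15) did not pass at 0.05. The first principal component held 62.1% of the variance and kept the genotypes apart (exact permutation p = 0.0020, two-sided, the smallest 12 tumors allow). Average linkage clustering of all kept probes parted the genotypes at 2 clusters, but without between-array normalization, without the filter or without tumor PS184, tumor PS182 stood alone and the genotypes parted at 3.

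**Figure D1:**
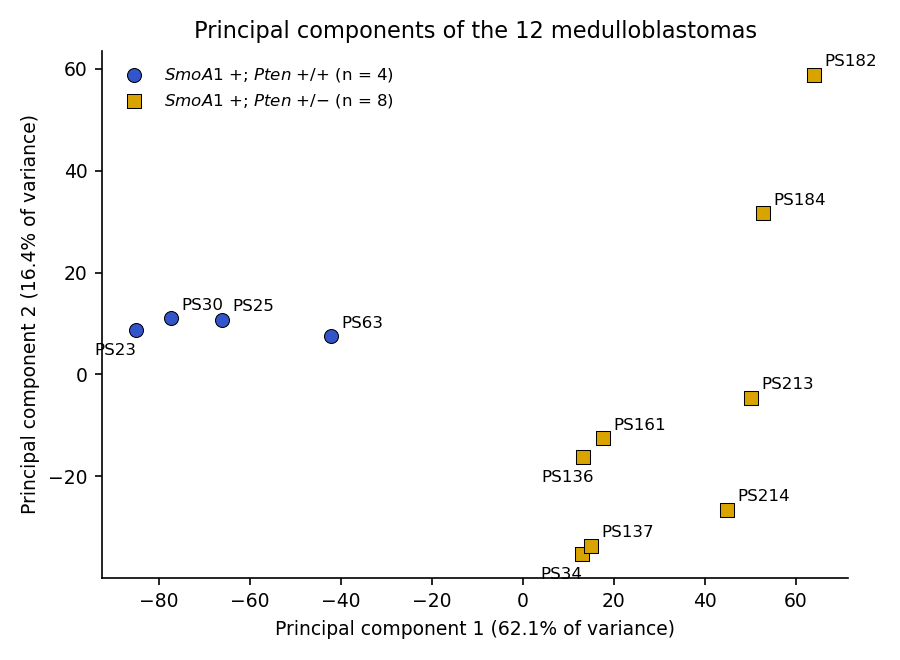
Scores of each medulloblastoma on the first and second principal components of the 21649 kept probes. Blue circles are *Pten* +/+ tumors (n = 4), yellow squares are *Pten* +/− tumors (n = 8), and labels name the tumors.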

Unsupervised hierarchical clustering revealed 2,724 probes that were differentially regulated between the two tumor types, including 1,511 probes that were overexpressed and 1,213 probes that were underexpressed in tumors from *SmoA1* +; *Pten* +/− mice (**Figure 2C, left panel**).

To assess the effects of *Pten* deficiency on molecular pathways that promote tumorigenesis, we used the KEGG (Kyoto Encyclopedia of Genes and Genomes) [11] and Gene Ontology [12] databases. *SmoA1* +; *Pten* +/− tumors expressed 1.1-fold less *Pten* mRNA than *SmoA1* +; *Pten* +/+ tumors. This result failed to achieve statistical significance, likely due to the low mRNA levels in *SmoA1* +; *Pten+/+* tumors. However, mRNA transcripts for components of the PI-3 kinase enzyme complex, *Pik3r3* and *Pik3cb*, and downstream targets of PI-3 kinase signaling, *Mapk8* (*Jnk*) and *Frap1* were up regulated 2.8, 1.9, 1.5, and 1.2-fold, respectively (**Figure 2C**,**Table S3**) in *Pten* deficient medulloblastomas.

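Subunits and partners of PI-3 kinase did not move as a block in *SmoA1* +; *Pten* +/− medulloblastomas. Transcripts for the p110β and p55γ subunits rose together with *Pdpk1*, the kinase that phosphorylates Akt, and *Rptor*, a partner of mTOR. The insulin and IGF receptors *Insr* and *Igf1r*, the ribosomal protein *Rps6*, and the hematopoietic genes *Pik3cg* and *Inpp5d* were lower. Of 34 measured genes of the PI3K/Akt/mTOR pathway, 8 were higher, 5 were lower and 21 did not pass, with the same counts when adjusted over the list alone; camera did not place the pathway apart from other genes (median log2 fold change 0.09, or -0.09 without between-array normalization; adjusted p = 0.41). *Pik3r3* had a normalized signal of 1978 ± 522 (SD, n = 4) in *SmoA1* +; *Pten* +/+ medulloblastomas and 5161 ± 1471 (SD, n = 8) in *SmoA1* +; *Pten* +/− medulloblastomas (log2 fold change 1.36, SE 0.26, adjusted p = 9.5e-04, limma). *Pik3cb* went from 324 ± 44.9 (SD, n = 4) to 617 ± 85.8 (SD, n = 8; log2 fold change 0.93, SE 0.12, adjusted p = 8.6e-05). For *Mapk8* the log2 fold change was 0.70 (SE 0.08, adjusted p = 4.1e-05), and for *Frap1* 0.55 (SE 0.14, adjusted p = 0.0058). The dimmer kept probe of *Mapk8* fell without passing (log2 fold change -0.15, adjusted p = 0.12, limma). A dimmer probe of *Frap1* went the other way without passing (log2 fold change -0.46, adjusted p = 0.089), and the rise did not pass with survival as a covariate (adjusted p = 0.18), without between-array normalization (0.070) or over the mean of both probes (0.80). *Pdpk1* (0.68, adjusted p = 4.9e-04) and *Rptor* (0.59, 4.6e-04) rose by less than 1 log2 unit; *Rptor* did not pass without between-array normalization (0.072). The 10 measured genes of the PI-3 kinase group of Table S3 were all higher, among them *Itpk1* (log2 fold change 1.84, SE 0.17, adjusted p = 1.4e-05), *Cds1* (2.49) and *Cds2* (1.19); the study chose them on these samples, so that they are not independent evidence. *Inpp4b*, a lipid phosphatase that opposes PI-3 kinase, was detected in 1 of 4 *SmoA1* +; *Pten* +/+ medulloblastomas and in all 8 *SmoA1* +; *Pten* +/− medulloblastomas (log2 fold change 2.20, SE 0.37, adjusted p = 4.1e-04). *Pip5k1b* (1.94) and *Plcb4* (1.03) completed the group. The pathway held 5 higher and 2 lower genes with survival as a covariate, without *Igf1r* (adjusted p = 0.10), and Table S3 then held 8 higher genes of the 10, without *Pip5k1b* (0.093). In Fig. 2C, *Vav2* was lower (log2 fold change -1.55, SE 0.25, adjusted p = 2.7e-04) and *Itpka* did not pass (0.90, adjusted p = 0.22); *Pip5k1c* stayed below the detection limit, and no probe was named for *Dgkb*, *Dgkd* or *Dgkg*.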

The p55γ regulatory subunit of PI-3 kinase, *Pik3r3*, was recently found to be overexpressed in glioblastoma multiforme (GBM) brain tumors and has been implicated in promoting the growth of highly aggressive GBMs that lack amplification of the EGF receptor [13]. *Pik3cb* codes for the p110β catalytic subunit of PI-3 kinase and has been implicated as a driving force in *PTEN*-deficient tumors. Although activation of p110α (*PI3KCA*) is required to sustain the proliferation of established *PIK3CA*-mutant tumors, some *PTEN*-deficient tumors have been found to depend instead on signaling through p110β [14]. *Frap1* in mice codes for the mammalian target of rapamycin (mTOR), a known downstream target of PI-3 kinase. Development of prostate cancer in a mouse model with deletion of *Pten* specifically in prostate epithelium has been shown to require mTORC2, the mTOR complex 2 that contains the mTOR kinase and the Rictor regulatory protein [15].

### *Pten* +/− medulloblastomas down-regulate expression of targets of *sonic hedgehog* (*Shh*) signaling

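Markers of granule neuron precursors, the cells in which these tumors arise, were lower in *SmoA1* +; *Pten* +/− medulloblastomas. They included *Barhl1*, a homeobox gene of the rhombic lip; *Cxcr4*, the receptor that holds precursors in the external granule layer; *Meis1*; and *Sox4*. *Zic1* and *Zic2*, which granule neurons keep expressing as they mature, did not pass. Of 10 measured precursor markers, 8 were lower and 2 did not pass, with the same count adjusted over the list alone; camera gave an adjusted p of 0.065 (median log2 fold change -1.54). *Barhl1* fell by 2.52 on the log2 scale (SE 0.52, adjusted p = 0.0015, limma), from a normalized signal of 2581 ± 983 (SD, n = 4) to 529 ± 322 (SD, n = 8), *Cxcr4* by 2.09 (adjusted p = 0.0015) and *Sox4* by 1.64 (0.0073). With survival as a covariate, 1 of the 8 genes passed, and the list's median was -1.28 (camera adjusted p = 0.13). Tumors PS182 and PS184 had the lowest scores for this list, -2.63 and -1.79, against -1.39 to -0.55 in the other 6 *SmoA1* +; *Pten* +/− medulloblastomas and -0.14 to 0.11 in *SmoA1* +; *Pten* +/+ medulloblastomas. Without both tumors, 7 of the 10 markers were lower and 1 was higher (median -1.10, camera adjusted p = 0.11). Transcription factors that direct neurogenesis went both ways: of 15, *Myt1l*, *Neurod2* and *Id4* were higher, *Hey1*, *Nfia*, *Nfib* and *Neurod4* were lower and 8 did not pass (median log2 fold change -0.21, camera adjusted p = 0.51; 3 higher and 4 lower adjusted over the list alone). Of the 15, 1 was higher and 1 lower with survival as a covariate; *Nfia* (adjusted p = 0.079), *Nfib* (0.065), *Neurod4* (0.056; also 0.054 without tumor PS63), *Neurod2* (0.093) and *Id4* (0.50) did not pass.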

Of interest is our finding that expression of genes involved in development of the cerebellum and in medulloblastoma tumorigenesis was decreased in *SmoA1* +; *Pten* +/− mouse tumors. Numerous studies have implicated *Shh* signaling in medulloblastoma pathogenesis, and modulation of this pathway has led to the vast majority of mouse models of medulloblastoma currently available. In addition, inactivating mutations of *PTCH1* and *SUFU* and activating mutations of *SMOH* account, in total, for at least 20% of all cases of medulloblastoma in humans [1]. In spite of the fact that both *Pten* +/− and *Pten* +/+ tumors expressed the *SmoA1* transgene by tail DNA genotyping, the expression of multiple genes in the *Shh-Smo* signaling pathway was down regulated in *Pten* +/− medulloblastomas (**Figure 3A**). 

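Lower transcripts in *SmoA1* +; *Pten* +/− medulloblastomas stood at several levels of the *Shh* pathway. *Ptch1*, the Shh receptor and itself a target; *Gli2*, the activating transcription factor; *Sufu*, which restrains Gli proteins; and *Hhip*, an inhibitor induced by the pathway, were all lower. So were the target genes *Sox18*, *Hsd11b2*, *Sfrp1* and *Ccnd2*. Of 14 measured pathway genes and targets, 9 were lower, *Cdon* was higher and 4 did not pass (*Ccnd1*, *Gli3*, *Mycbp* and *Zic1*); adjusted over the list alone, 10 were lower. *Cdon* did not pass with survival as a covariate (adjusted p = 0.73), without between-array normalization (0.10), without the filter (0.090), with the floor (0.15) or when any 1 of 9 of the 12 tumors was left out (0.053 to 0.17). The median log2 fold change was -1.36 (camera adjusted p = 0.016; 0.52 with an estimated correlation). *Ptch1* fell from a normalized signal of 2526 ± 746 (SD, n = 4) to 743 ± 162 (SD, n = 8; log2 fold change -1.74, SE 0.20, adjusted p = 3.9e-05, limma). *Sufu* fell from 576.9 ± 137.3 (SD, n = 4) to 198 ± 62.1 (SD, n = 8; log2 fold change -1.58, SE 0.23, adjusted p = 1.5e-04). The largest falls among the targets were those of *Sox18* (log2 fold change -3.03) and *Hsd11b2* (-3.04). *Hhip* (log2 fold change -1.14, SE 0.22, adjusted p = 0.0011) was detected in 5 of 8 *SmoA1* +; *Pten* +/− medulloblastomas and in all 4 *SmoA1* +; *Pten* +/+ medulloblastomas. Of the 7 measured genes of the Sonic Hedgehog group in Table S3, 6 were lower, and *Shh* itself, undetected in *SmoA1* +; *Pten* +/+ medulloblastomas and detected in 3 of 8 *SmoA1* +; *Pten* +/− medulloblastomas, did not pass; the study chose these genes on the same tumors. *Gli1* and *Mycn*, with 1 probe each, stayed below the detection limit on every array (highest normalized signals 73.2 and 83.9). The arrays therefore do not show whether either changed, and the paper reports both as lower by RT-PCR. *Ccnd1* went from 7849 ± 2097 (SD, n = 4) to 4038 ± 1876 (SD, n = 8) and did not pass (log2 fold change -1.14, SE 0.47, adjusted p = 0.063), while its dimmest kept probe did (log2 fold change -1.67, adjusted p = 0.018). With survival as a covariate, 5 of the 14 genes were lower, and *Smo* (adjusted p = 0.19) and *Hhip* (0.088) were not among them. The list's median was then -1.19 (camera adjusted p = 0.0090).

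**Figure D2:**
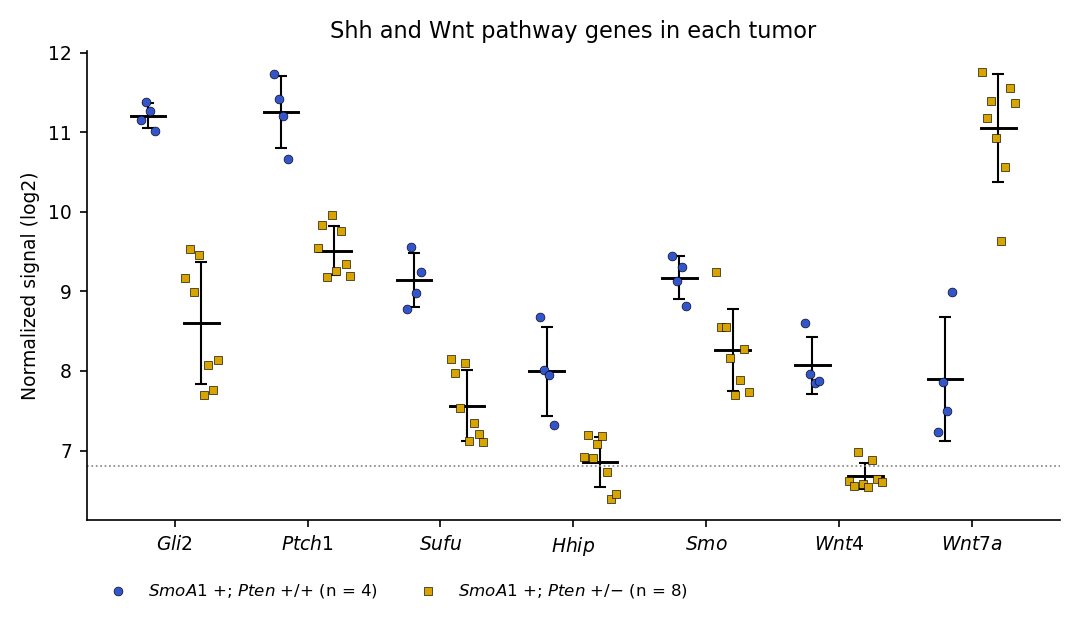
Normalized signal (log2) of *Gli2*, *Ptch1*, *Sufu*, *Hhip*, *Smo*, *Wnt4* and *Wnt7a* in each medulloblastoma, *Pten* +/+ as blue circles (n = 4) and *Pten* +/− as yellow squares (n = 8). Long bars are means, error bars are SD, and the dotted line is the detection limit (log2 signal 6.81).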

Notably, multiple probes for *Gli2* and *Smo* were attenuated by 4.2, and 3.2-fold respectively (**Table S3**). 

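Both probes of *Gli2* and all 3 kept probes of *Smo* were lower in *SmoA1* +; *Pten* +/− medulloblastomas. The brighter *Gli2* probe went from a normalized signal of 2372 ± 254 (SD, n = 4) to 438 ± 221 (SD, n = 8), with no overlap between genotypes (log2 fold change -2.60, SE 0.35, adjusted p = 9.6e-05, limma). The dimmer one fell by 1.51 on the log2 scale (adjusted p = 1.4e-04). The *Smo* probe with the highest mean log2 signal fell by 0.91 (SE 0.25, adjusted p = 0.0100), and the others by 1.70 (1.1e-05) and by 0.80 (0.010). These *Smo* probes cannot part transcripts of the *SmoA1* transgene from those of the endogenous gene, since the probe table does not say which they bind. From *Gli2* as the main effector of *Shh* signaling in granule neuron precursors, the paper proposes that loss of *Pten* may attenuate signaling through this pathway.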

Using real-time, RT-PCR we confirmed down-regulated expression of mRNA for downstream targets of *Smoothened*. Relative expression of *Gli1*, *Gli2*, *N-myc*, and *cyclin-D1* was decreased 5.6, 7.6, 4.3, and 2.8-fold (p<0.05 for all transcripts), respectively in *SmoA1* +; *Pten* +/− medulloblastomas (**Figure 3B**). IHC showed less intense staining for the *Shh*-signaling target Gli2 in nodules of *SmoA1* +;*Pten* +/− medulloblastomas (**Figure 3C**). In comparison, the genes *Wnt3* and *Wnt7a*, which were found to be up-regulated by gene expression microarray analysis, were validated as up-regulated by real-time, RT-PCR and western blotting in *SmoA1* +; *Pten* +/− medulloblastomas (**Figure S1**). 

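*Wnt7a*, which cerebellar granule neurons release to remodel mossy fiber contacts, rose more than any other measured gene of the Wnt list in *SmoA1* +; *Pten* +/− medulloblastomas, whereas *Wnt4* fell. *Wnt7a* rose from a normalized signal of 269 ± 165 (SD, n = 4) to 2298 ± 854 (SD, n = 8; log2 fold change 3.15, SE 0.39, adjusted p = 5.6e-05, limma). *Wnt3* was below the detection limit in all 4 *SmoA1* +; *Pten* +/+ medulloblastomas and detected in all 8 *SmoA1* +; *Pten* +/− medulloblastomas, where it was at least 2.00-fold higher (adjusted p = 0.0011). *Wnt4* fell by 1.39 on the log2 scale (SE 0.14, adjusted p = 1.9e-05) and was detected in 2 of 8 *SmoA1* +; *Pten* +/− medulloblastomas. Of 22 measured Wnt ligands, receptors and targets, *Wnt3* and *Wnt7a* alone were higher, 9 were lower and 11 did not pass, with the same counts adjusted over the list alone (median log2 fold change -0.32, camera adjusted p = 0.12). The lower ones included the pathway inhibitors *Axin1* (-1.08, adjusted p = 2.2e-04) and *Sfrp2* (-1.62, 7.3e-04), and *Myc*, which was detected in 3 of 4 *SmoA1* +; *Pten* +/+ medulloblastomas and in no *SmoA1* +; *Pten* +/− medulloblastomas. The counts were 2 higher and 4 lower with survival as a covariate.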

Since Gli2 is well-recognized as the main transcriptional effector of *Shh* signaling in granule neuron precursor cells that form the cerebellum [16], this suggests that loss of *Pten* may actually attenuate signaling through *Shh* signaling pathways.

**Figure 3:**
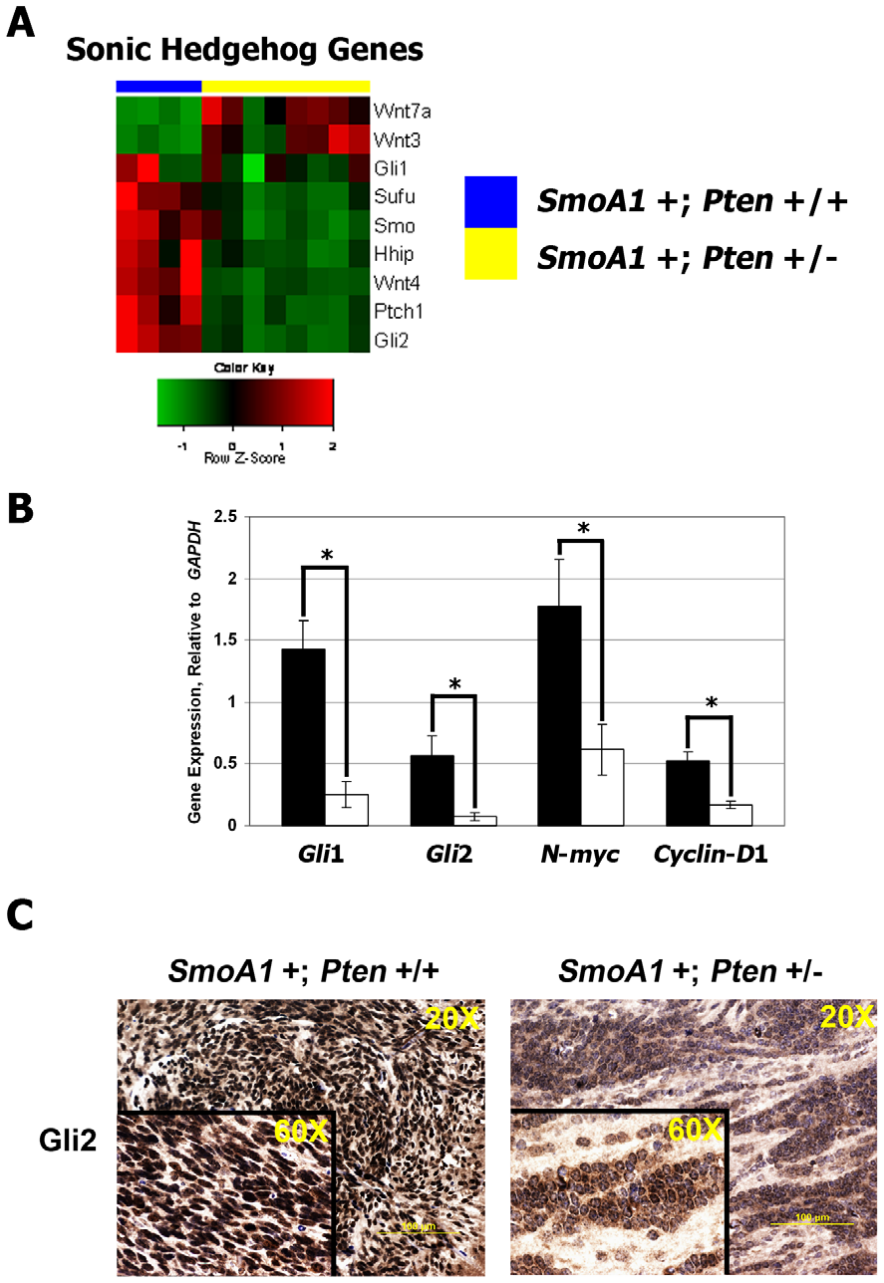
*SmoA1* +; *Pten* +/− medulloblastomas down-regulate expression of targets of *sonic hedgehog* (*Shh*) signaling. (**A**) Analysis of microarrays revealed that *Shh* pathway genes were down-regulated in *SmoA1* +; *Pten* +/− mouse tumors (n = 8) versus controls (n = 4). *Gli2*, a downstream target of *Smoothened*, was attenuated 4.2-fold. (**B**) Using real-time, RT-PCR we confirmed down-regulated expression of mRNA for downstream targets of *Smoothened*. Relative expression of *Gli1*, *Gli2*, *N-myc*, and *cyclin-D1* was decreased 5.6, 7.6, 4.3, and 2.8-fold (*, p<0.05 for all transcripts), respectively in *SmoA1* +; *Pten* +/− (white bars) medulloblastomas. *Error bars*, standard error of the mean. (**C**)We verified strong nuclear staining for Gli2, the major downstream target of activated *Shh* signaling, in *SmoA1* +; *Pten* +/+ medulloblastomas. Conversely, staining for Gli2 was both cytoplasmic and weaker in the nucleus in the nodules of *SmoA1* +; *Pten* +/− medulloblastomas.

### *Pten* deficiency promotes neuronal differentiation in mouse medulloblastomas

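*SmoA1* +; *Pten* +/− medulloblastomas held higher transcripts of mature granule neurons, the cells that granule neuron precursors become. They included *Gabra6*, *Gabrd* and *Gabrb2*, subunits of the GABA receptors of these cells, and *Etv1*, a transcription factor of their maturation. Genes of the synaptic vesicle rose as well, among them *Syn1*, *Syn2*, *Syt1* and *Vamp2*, and so did the glycolytic enzyme of neurons, *Eno2*. The secreted neurotrophin *Bdnf*, the ubiquitin ligase *Neurl*, and the transcription factors *Id4* and *Neurod2* were higher. Of 18 measured markers of mature granule neurons, 15 were higher and 3 did not pass (*Grin2c*, *Neurod1* and *Reln*), or 16 higher adjusted over the list alone; the list also holds *Neurod2*, which the study picked. Their median log2 fold change was 1.62 (camera adjusted p = 3.2e-07; 0.52 with an estimated correlation). Of 20 pan-neuronal and synaptic genes, 13 were higher and 7 did not pass, with the same count adjusted over the list alone (median 1.50, camera adjusted p = 8.8e-06; 0.52 with an estimated correlation). *Gabra6* rose from a normalized signal of 146 ± 81.4 (SD, n = 4) to 771 ± 215 (SD, n = 8) and was detected in 2 of 4 *SmoA1* +; *Pten* +/+ medulloblastomas (log2 fold change 2.50, SE 0.30, adjusted p = 4.6e-05, limma). *Etv1* rose by 2.25 (SE 0.23, adjusted p = 2.0e-05), *Syn2* by 2.50 (0.23, 1.3e-05) and *Syt1* by 3.34 (0.37, 3.0e-05) on the log2 scale. *Eno2* went from 1602 ± 1319 (SD, n = 4) to 14458 ± 2337 (SD, n = 8; log2 fold change 3.61, SE 0.43, adjusted p = 4.7e-05). *Bdnf*, detected in 1 of 4 *SmoA1* +; *Pten* +/+ medulloblastomas, went from 96.6 ± 24.9 (SD, n = 4) to 1537 ± 787 (SD, n = 8; log2 fold change 3.75, SE 0.50, adjusted p = 8.7e-05) by its brightest probe, and its other 5 kept probes were higher as well. The log2 fold change was 1.98 for *Neurl* (adjusted p = 1.1e-05), 1.32 for *Neurod2* (0.0031) and 1.21 for *Id4* (0.043). *Id4* did not pass with survival as a covariate (adjusted p = 0.50), without between-array normalization (0.058), without the filter (0.085), with the floor (0.064) or when any 1 of 8 of the 12 tumors was left out (0.060 to 0.13), and *Neurod2* did not pass with that covariate (0.093). Markers of other cerebellar cells passed in few cases. Of 8 Purkinje cell markers, *Rora* was higher and *Foxp2* lower (median log2 fold change 0.84, camera adjusted p = 0.27), and none of 6 markers of GABAergic interneurons passed (median 1.01, 0.22), with the same counts adjusted over the list alone. Of 13 oligodendrocyte markers, *Pdgfra* and *Olig1* were lower and none was higher, or *Pdgfra* alone adjusted over the list alone (median 0.85, mean 0.28, camera adjusted p = 0.79); *Olig1* did not pass with survival as a covariate (0.29), without the filter (0.082), with the floor (0.062) or when any 1 of 8 of the 12 tumors was left out (0.055 to 0.12). Neither *Rora* (adjusted p = 0.17) nor *Foxp2* (0.13; also 0.062 to 0.063 without tumor PS23, PS25 or PS30) passed with survival as a covariate; 12 mature granule and 11 pan-neuronal genes were then higher, and medians were 0.04 for Purkinje cells, 0.09 for interneurons and 0.02 for oligodendrocytes. Tumors PS182, PS184 and PS213 had the highest Purkinje scores, 1.33, 1.96 and 1.35, against -0.21 to 0.62 in the other *Pten* +/− tumors. Without PS182 and PS184 the medians were 0.39 for Purkinje cells, 0.34 for oligodendrocytes and 1.71 for mature granule neurons.

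**Figure D3:**
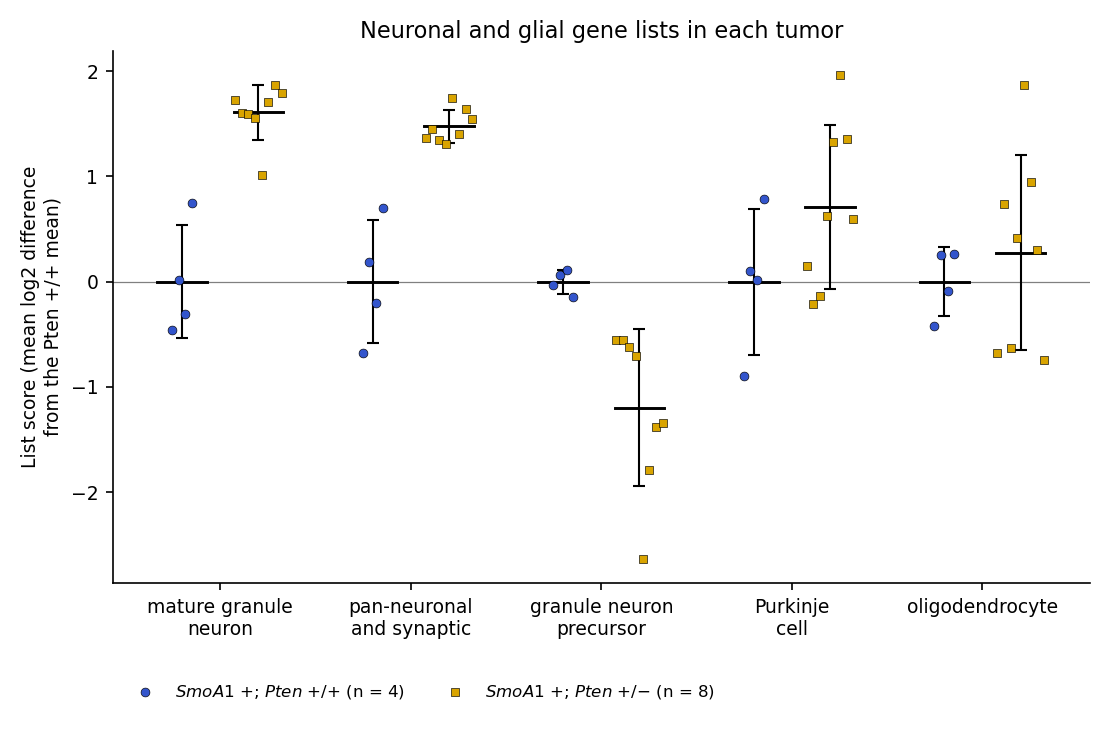
Score of each gene list in each medulloblastoma, the mean log2 difference of its genes from their mean in *Pten* +/+ tumors. Blue circles are *Pten* +/+ (n = 4), yellow squares are *Pten* +/− (n = 8), long bars are means and error bars are SD.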

Gene expression also revealed significant up-regulation of genes that promote neuronal differentiation and plasticity in *SmoA1* +; *Pten* +/− medulloblastomas. mRNA transcripts for *Bdnf* (*Brain-derived neurotrophic factor*), *Neurl* (*Neuralized homolog*), *Id4* (*Inhibitor of DNA binding 4*), and *Neurod2* (*Neurogenic differentiation 2*) were up-regulated 5, 3.7, 2.7, and 2.2-fold in *SmoA1* +; *Pten* +/− medulloblastomas (**Figure S2A**). Inactivation of Pten has been shown to promote *Bdnf*-mediated activation of Akt in cultures of rat primary neurons [17]. In addition, the transcription factor, *Neurod2*, is known to induce neuronal differentiation and promote survival of mature neurons [18].

To validate our findings from gene expression microarrays, we examined mouse medulloblastomas for markers of cell lineage using IHC. We observed intense staining for the marker of differentiated neurons, NeuN, in *Pten* deficient medulloblastomas and virtually no NeuN staining in *SmoA1* +; *Pten* +/+ tumors (**Figure S2B**). As a positive control, NeuN positive neurons were visualized in their expected location, in the internal granular layer (IGL) of the cerebellum, in both tumor types. Double-staining of tumor sections with an antibody against the proliferation marker PCNA and an anti-NeuN antibody revealed diffuse proliferation with scattered areas of staining for NeuN in *SmoA1* +; *Pten* +/+ medulloblastomas. *Pten* deficient tumors, in contrast, displayed larger islands of neuronal differentiation (**Figure S2C, brown staining**), surrounded by and distinct from PCNA positive (**Figure S2C, red staining**) areas of proliferation. Neither tumor type stained positive for the marker of astrocytic differentiation, GFAP (**Figure S2D**). Staining for synaptophysin, a marker of primitive neurons was weak in both tumor types, but appeared to overlap with staining for PCNA (**Figure S2E**). Thus, *Pten* deficiency appears to promote neuronal differentiation of medulloblastoma cells. The differentiated cells are juxtaposed with, but distinct from cells that are actively proliferating and that display features of immature neurons.

### *SmoA1* +; *Pten* +/− medulloblastomas exhibit up-regulation of angiogenesis

Downstream of signaling through PI-3 kinase, PTEN has been shown to play a key role in regulating angiogenesis in brain tumors [8]. *Shh* signaling has also been described as crucial for angiogenesis during embryonic development [19]. However, the role of angiogenesis in human medulloblastomas has not been explored extensively. We identified up-regulated expression of numerous genes in *SmoA1* +; *Pten* +/− medulloblastomas that have been implicated in angiogenesis (**Figure 4A**). 

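Angiogenic ligands and receptors went both ways in *SmoA1* +; *Pten* +/− medulloblastomas. The growth factors *Fgf1*, *Vegfa*, *Hbegf* and *Pdgfb*, the VEGF receptor *Flt1*, the coreceptor *Nrp2* and *Tek*, the angiopoietin receptor, were higher, while *Pdgfa*, *Nrp1*, *Pgf* and *Tgfb1* were lower. Of 25 measured angiogenic ligands and receptors, 7 were higher, 4 were lower and 14 did not pass, with the same counts adjusted over the list alone (median log2 fold change 0.10, or -0.03 without between-array normalization; camera adjusted p = 0.35). *Fgf1* had the smallest p-value of the list: 344 ± 67.9 (SD, n = 4) in *SmoA1* +; *Pten* +/+ medulloblastomas and 1716 ± 544 (SD, n = 8) in *SmoA1* +; *Pten* +/− medulloblastomas (log2 fold change 2.27, SE 0.23, adjusted p = 2.0e-05, limma), while *Pdgfa* fell by 1.55 on the log2 scale (SE 0.19, adjusted p = 5.4e-05). Of the 10 measured genes of the angiogenesis group of Table S3, 7 were higher, *Stab1* was lower, and *Thy1* and *Ntrk2* did not pass; adjusted over the list alone, 8 were higher, but the study chose them on these tumors. *Tek* and *Flt1* are also endothelial markers, and of 16 such markers 11 were higher, none was lower and 5 did not pass, with the same counts adjusted over the list alone (median 0.52, camera adjusted p = 0.0022; 0.52 with an estimated correlation). The smallest p-values among these were those of *Slco1c1* (0.90, adjusted p = 3.6e-04), *Esam* (0.72, 0.0011), *Tek* (0.66, 0.0030) and *Eng* (0.45, 0.0045). With survival as a covariate, 2 of the 16 endothelial markers and 3 of the 10 genes of Table S3 were higher. Of the ligands and receptors 2 were higher and 2 lower. *Tek* (adjusted p = 0.082, limma) and *Eng* (0.10) did not pass. The endothelial median was then 0.46, against 0.52 without the covariate, and the list passed by camera (adjusted p = 0.0055). The median of the Table S3 group was 0.89 in place of 1.04. Without between-array normalization *Esam* (0.051) and *Eng* (0.17) did not pass, nor did *Nrp1* without tumor PS25 (0.065) or PS30 (0.10). Of 11 pericyte and smooth muscle markers, *Rgs5*, *Vtn* and *Higd1b* were higher and *Cspg4* lower, also adjusted over the list alone (median 0.14, camera adjusted p = 0.27), and the hemoglobin genes *Hba-a1* (2.27, adjusted p = 0.013), *Hbb-bt* (2.23) and *Hbb-bs* (2.17) were higher. The 3 hemoglobin genes did not pass with survival as a covariate (adjusted p = 0.13 to 0.17) or without tumor PS25 (0.056 to 0.078), nor *Hbb-bs* without tumor PS23 (0.052), and *Higd1b* did not pass with that covariate (0.26), without between-array normalization (0.46), with array weights (0.15) or when any 1 of 5 of the 12 tumors was left out (0.052 to 0.11); neither *Vtn* (0.075) nor *Cspg4* (0.23) passed with that covariate, nor *Vtn* without between-array normalization (0.051). In Fig. 4A, *Tbx1* (log2 fold change -2.13, SE 0.28, adjusted p = 7.7e-05), *Hey1* and *Nras* (-1.05) were lower, and *Vegfc* did not pass (0.61, adjusted p = 0.0503).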

Notable genes include *Vegfa*, *Flt1*, and *Hbegf*, which were up regulated 2.3, 2.1, and 1.8-fold, respectively in *SmoA1* +; *Pten* +/− tumors (**Table S3**). 

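By the brightest probe of each gene, *Vegfa*, *Tnfrsf12a* and *Stab1* did not overlap between genotypes, whereas *Flt1*, *Hbegf* and *Scg2* did. *Vegfa* rose from a normalized signal of 431 ± 8.86 (SD, n = 4) in *SmoA1* +; *Pten* +/+ medulloblastomas to 988 ± 234 (SD, n = 8) in *SmoA1* +; *Pten* +/− medulloblastomas (log2 fold change 1.16, SE 0.16, adjusted p = 8.8e-05, limma), a difference larger than the spread between tumors, and its dimmer probe rose by 0.77 on the log2 scale. *Flt1* rose from 433 ± 61.9 (SD, n = 4) to 929 ± 396 (SD, n = 8; log2 fold change 1.00, SE 0.28, adjusted p = 0.0096), and *Hbegf* from 189 ± 35.3 (SD, n = 4) to 345 ± 86.0 (SD, n = 8; log2 fold change 0.85, SE 0.20, adjusted p = 0.0038). Neither *Flt1* (adjusted p = 0.17) nor *Hbegf* (0.0504) passed with survival as a covariate. The largest rise of the group was that of *Tnfrsf12a*, the receptor of the cytokine TWEAK (log2 fold change 2.27, SE 0.27, adjusted p = 4.8e-05), followed by that of the secreted granin *Scg2* (1.54, adjusted p = 0.0058; 0.077 with survival as a covariate). *Anxa2* (1.08, adjusted p = 0.042) rose less than *Vegfa*. With survival as a covariate its log2 fold change was 1.26, but it did not pass (0.15). Nor did it pass without between-array normalization (0.083), without the filter (0.083) or with the floor (0.063). Leaving out any 1 of 6 of the 12 tumors also lost the call (0.066 to 0.088). *Rtn4* rose by 0.92 (adjusted p = 8.4e-04). *Stab1*, a scavenger receptor of sinusoidal endothelium and macrophages, fell by 1.75 (SE 0.57, adjusted p = 0.022), and did not pass with survival as a covariate (0.21) or without tumor PS25 (0.061) or PS30 (0.051). Its dimmer probes fell by 0.59 (adjusted p = 0.0022, limma), with overlap between genotypes, and by 0.05 without passing (0.76). Microglia and macrophage markers were lower: 11 of 13 passed, with the same count adjusted over the list alone, and none was higher. *Cd14* and *P2ry12* did not pass. The median log2 fold change was -1.04 (camera adjusted p = 4.2e-04, or 0.52 with an estimated correlation). With survival as a covariate 7 were lower (median -0.87, camera adjusted p = 0.0033).

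**Figure D4:**
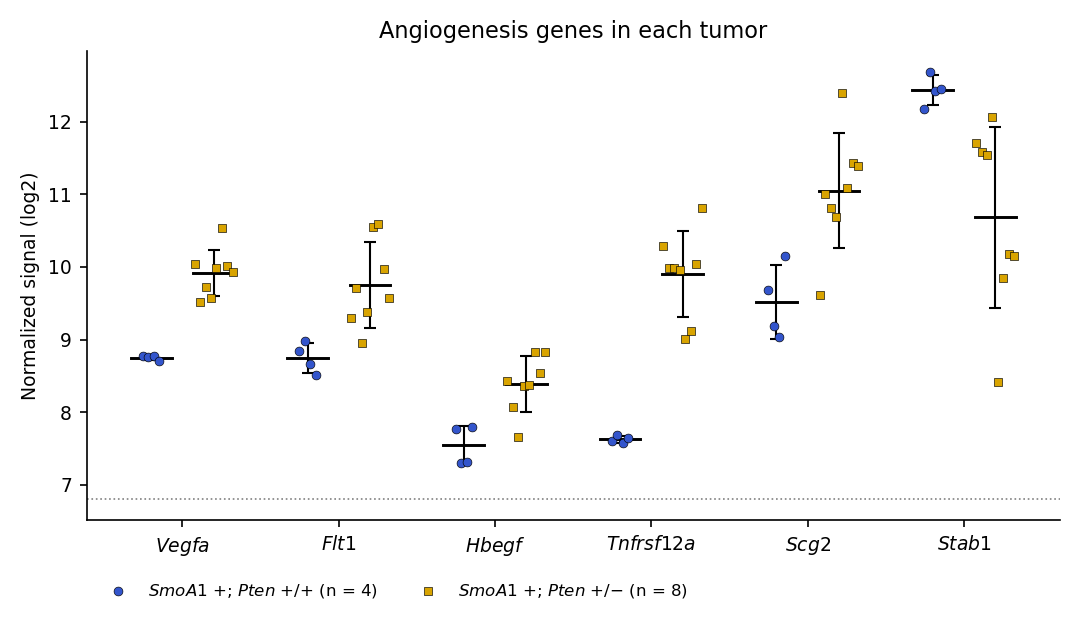
Normalized signal (log2) of *Vegfa*, *Flt1*, *Hbegf*, *Tnfrsf12a*, *Scg2* and *Stab1* in each medulloblastoma, *Pten* +/+ as blue circles (n = 4) and *Pten* +/− as yellow squares (n = 8). Long bars are means, error bars are SD, and the dotted line is the detection limit (log2 signal 6.81).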

Real-time, RT-PCR confirmed 2.4-fold increased median expression of *Vegfa* mRNA in medulloblastomas extracted from *Pten* deficient mice (n = 7), compared to controls (n = 4) (*p* = 0.005) (**Figure 4B**).

**Figure 4:**
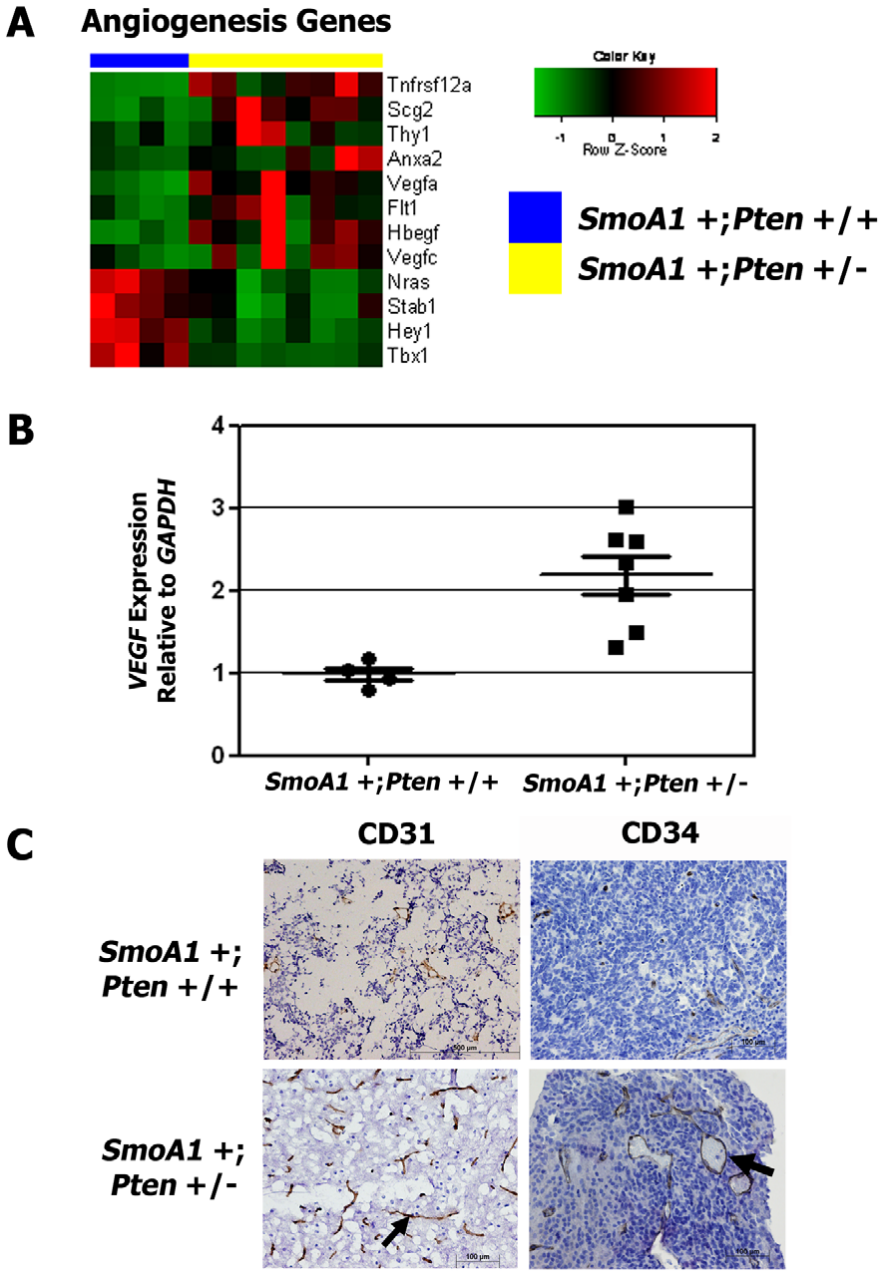
*Pten* +/− mouse medulloblastomas display increased angiogenesis. (**A**) *Pten* deficient medulloblastomas (n = 8) exhibited higher expression of genes involved in angiogenesis versus controls (n = 4). (**B**) Real-time, RT-PCR confirmed increased expression of *Vegfa* mRNA in *SmoA1* +; *Pten* +/− (n = 7) compared to *SmoA1* +; *Pten* +/+ (n = 4) tumors (*p* = 0.005). *Error bars*, standard error of the mean. (**C**) Increased CD31-positive staining of endothelial cells in *Pten* +/− (n = 4) (small black arrow), compared to *Pten* +/+ (n = 4) medulloblastomas. *SmoA1* +; *Pten* +/− tumors (n = 4) also exhibited increased CD34-positive staining and staining of larger-bore blood vessels (large black arrow) than *SmoA1* +; *Pten* +/+ medulloblastomas (n = 4).

IHC of tumor tissue verified increased angiogenesis in *SmoA1* +; *Pten* +/− medulloblastomas. Staining of OCT-embedded tumor tissue with an antibody against the endothelial antigen CD31, revealed increased staining for CD31-positive blood vessels in *SmoA1* +; *Pten* +/− tumors (**Figure 4C** **, small black arrow**). We confirmed these findings by probing paraffin-embedded tissues for expression of the hematopoietic stem cell marker, CD34. Medulloblastomas from *SmoA1* +; *Pten* +/− mice exhibited increased staining for CD34 and evidence of larger-bore blood vessels (**Figure 4C** **, large black arrow**).

### *SmoA1* +; *Pten* +/− medulloblastomas exhibit increased proliferation and decreased apoptosis

Gene expression also revealed significant down-regulation of genes that control progression through the cell cycle in *SmoA1* +; *Pten* +/− medulloblastomas (**Figure 5A**). 

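The machinery of DNA replication and of mitosis was lower almost throughout in *SmoA1* +; *Pten* +/− medulloblastomas. The MCM helicase subunits *Mcm2*, *Mcm3*, *Mcm6* and *Mcm7*, the licensing factors *Cdc6* and *Cdt1*, DNA ligase *Lig1* and the flap endonuclease *Fen1* fell. So did the mitotic regulators *Cdk1*, *Aurka*, *Aurkb*, *Cdc20*, *Mad2l1* and *Foxm1*, a transcription factor of genes needed for mitosis. Of 34 measured genes of DNA replication, 32 were lower and *Ccne1* and *Dut* did not pass (median log2 fold change -1.78, camera adjusted p = 7.6e-11; 0.52 with an estimated correlation). All 27 genes of mitosis were lower (median -2.19, camera adjusted p = 4.6e-09; 0.53 with an estimated correlation), and adjusted over the list alone both counts were the same. *Lig1* fell from a normalized signal of 2107 ± 265 (SD, n = 4) to 522 ± 187 (SD, n = 8; log2 fold change -2.09, SE 0.26, adjusted p = 5.4e-05, limma) and *Foxm1* from 671 ± 116 (SD, n = 4) to 189 ± 57.8 (SD, n = 8; log2 fold change -1.88, SE 0.23, adjusted p = 6.0e-05). *Rpa2* (-1.41, adjusted p = 1.6e-05) and *Fen1* (-1.42, 2.9e-05) had the smallest p-values of the replication genes. The list of inhibitors and tumor suppressors, which also holds the repair and checkpoint genes *Brca2*, *Atm* and *Chek2*, fell less evenly. Of 20 measured, 10 were lower, *Cdh1* was higher and 9 did not pass, with the same counts adjusted over the list alone. The median was -0.39 (camera adjusted p = 0.043, or 0.52 with an estimated correlation). The kinase inhibitors *Cdkn1a* and *Cdkn2b*, also on the list, were not among the lower genes. The list itself did not pass by camera with survival as a covariate (adjusted p = 0.098), with the floor (0.051), array weights (0.083) or detection on 4 arrays (0.073), or without tumors PS182 and PS184 (0.086; median -0.34). *Cdh1* did not pass with survival as a covariate (adjusted p = 0.16), without between-array normalization (0.16), without the filter (0.062), with the floor (0.19) or when any 1 of 9 of the 12 tumors was left out (0.0505 to 0.12). Of the 38 genes shown as lower in Fig. 5A, 37 were measured and all 37 were lower; of 8 shown as higher, 6 were, among them *Mapk12* (2.32), *Brinp1* (2.14) and *Mapre2* (1.45), while *Cdkn1a* and *Cdkn2b* did not pass. The study chose these genes on the same tumors. The probes of *Zwint* disagreed, the brighter one higher by 0.95 (adjusted p = 0.0023) and the dimmer one lower (-1.37, 1.3e-04). With survival as a covariate, 28 genes of replication, 22 of mitosis and 7 inhibitors and tumor suppressors were lower, and *Mcm6* (adjusted p = 0.063), *Cdt1* (0.082) and *Zwint* (0.10) did not pass. Tumor PS182 had the lowest mitosis score, -3.39, and tumors PS34, PS136, PS137 and PS161 had scores of -1.39 to -1.26; without PS182 and PS184 the medians were -1.57 for replication and -1.81 for mitosis.

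**Figure D5:**
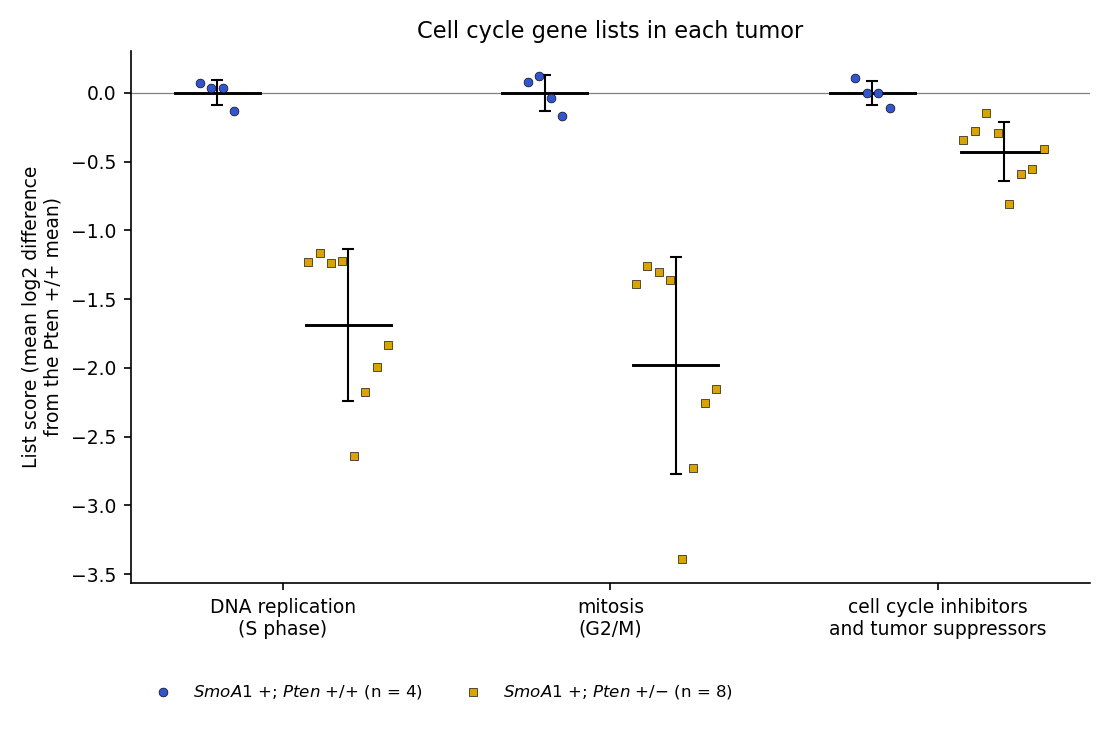
Score of the DNA replication, mitosis, and inhibitor and tumor suppressor lists in each medulloblastoma, the mean log2 difference of their genes from the mean in *Pten* +/+ tumors. Blue circles are *Pten* +/+ (n = 4), yellow squares are *Pten* +/− (n = 8), long bars are means and error bars are SD.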

Expression of the key cell cycle regulators *Trp53*, *Brca2*, and *Rb1* was down regulated 2.5, 1.9, and 1.8-fold, respectively (**Table S3**). 

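*Brca2* and *Atm*, which act in the repair of DNA breaks, and *Rb1* and its relative *Rbl1*, which restrain entry into S phase, were lower in *SmoA1* +; *Pten* +/− medulloblastomas. *Brca2* fell from a normalized signal of 347 ± 38.5 (SD, n = 4) to 157 ± 37.7 (SD, n = 8; log2 fold change -1.18, SE 0.17, adjusted p = 1.5e-04, limma), and *Rb1* from 2691 ± 569 (SD, n = 4) to 1521 ± 305 (SD, n = 8; log2 fold change -0.82, SE 0.17, adjusted p = 0.0017). *Atm* fell by 1.13 (adjusted p = 8.7e-05) and *Rbl1* by 1.47 (4.8e-05) on the log2 scale. The kinases *Cdk4* (log2 fold change -1.90, SE 0.39, adjusted p = 0.0014) and *Cdk6* (-1.83, adjusted p = 1.7e-04; detected in 4 of 8 *SmoA1* +; *Pten* +/− medulloblastomas), which oppose Rb1, fell as well. *E2f1*, which Rb1 holds inactive, was lower in every *Pten* +/− tumor than in any *Pten* +/+ tumor but did not pass (-1.30, adjusted p = 0.054). Of the 8 measured genes of the cell cycle group of Table S3, 5 were lower, none was higher and 3 did not pass, or 6 lower adjusted over the list alone; the study chose them on these samples. With survival as a covariate 3 of them were lower, without *Rb1* (adjusted p = 0.087) and *Cdk4* (0.053). No probe was named for *Trp53*. Of 18 measured target genes of p53, *Plk2* and *Sesn1* were higher, *Trp53inp1*, *Bbc3* and *Eda2r* were lower and 13 did not pass (median 0.07, camera adjusted p = 0.65; 1 higher and 1 lower adjusted over the list alone). *Sesn1* (adjusted p = 0.15), *Bbc3* (0.28) and *Eda2r* (0.73) did not pass with survival as a covariate. Nor did *Sesn1* without between-array normalization (0.23) or without tumor PS25, PS30 or PS213 (0.051 to 0.12), *Bbc3* over the mean of its probes (0.069) or without tumor PS23, PS25 or PS63 (0.058 to 0.083), or *Eda2r* without the filter (0.068) or when any 1 of 8 of the 12 tumors was left out (0.0503 to 0.17).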

Western blotting confirmed overall lower expression of Trp53 in *SmoA1* +; *Pten* +/− mouse medulloblastomas (Data not shown).

**Figure 5:**
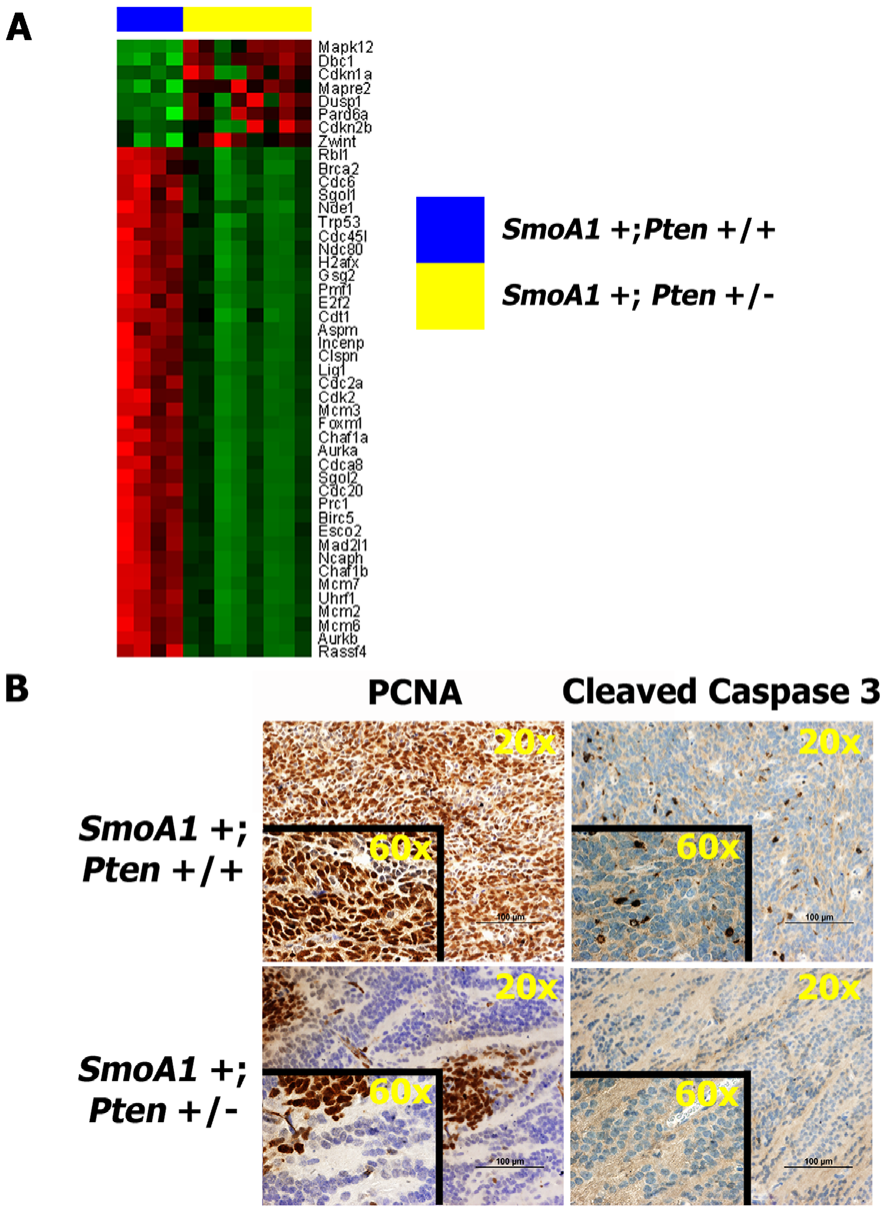
*Pten* +/− medulloblastomas exhibit down-regulation of genes involved in cell cycle control, with associated increased proliferation and reduced apoptosis. (**A**) Lower expression of genes involved in cell cycle control (**Table S3**) in tumors from *SmoA1* +/−; *Pten* +/− (n = 8) versus control (n = 4) mice. (**B**) Focal areas of intense staining for PCNA and virtually absent staining for Cleaved Caspase-3 in *Pten* +/− tumors (n = 5), compared to *Pten* +/+ medulloblastomas (n = 7).

IHC analysis identified islands of intense staining for the proliferation marker PCNA, surrounded by relatively quiescent areas in *Pten* deficient medulloblastomas. This pattern is similar to that seen in human medulloblastomas with extensive nodularity, where proliferation is limited to internodular tissue and is minimal within nodules of greater neuronal differentiation [20]. *SmoA1* +; *Pten* +/+ tumors displayed diffuse staining for PCNA throughout each tumor section. In contrast, staining for cleaved caspase 3, a marker of apoptosis, revealed diffuse staining throughout *SmoA1* +; *Pten* +/+ medulloblastomas, but virtually no expression in *SmoA1* +; *Pten* +/− tumors (**Figure 5B**). This suggests that decreased apoptosis is an important cause for our finding of increased mortality in *Pten* deficient mouse medulloblastomas.

### PTEN loss in human medulloblastoma is associated with a poor prognosis for survival

In order to validate our findings from mouse models, human TMAs were stained for expression of PTEN and were scored independently by two pathologists on a scale of 0 (no staining) to 2 (intense staining). By IHC, PTEN expression was low to absent (score = 0) in 61% of medulloblastomas (n = 111) (**Figure 6A** **,** **Table 1**). For patients known to be alive (n = 27) or dead (n = 15) with PTEN expression data available, of those alive, only 18% had low to absent PTEN expression by IHC. In contrast, 73% of those dead of disease had low to absent PTEN expression by IHC. Medulloblastomas from patients who died with PTEN deficiency (score = 0) were of either classic (n = 9) or desmoplastic (n = 2) histology and none had metastasis initially at diagnosis. Patients who died with detectable PTEN expression (score = 1–2) had anaplastic histology (n = 1) or had metastases at diagnosis (n = 3). Kaplan-Meier analysis confirmed worse overall survival in patients whose tumor exhibited low to absent PTEN protein expression compared to survival of patients with detectable expression of PTEN (*p*<0.0005) (**Figure 6B**), which suggests that loss of PTEN is an independent poor prognostic feature independent of tumor histology or disease stage.

**Figure 6:**
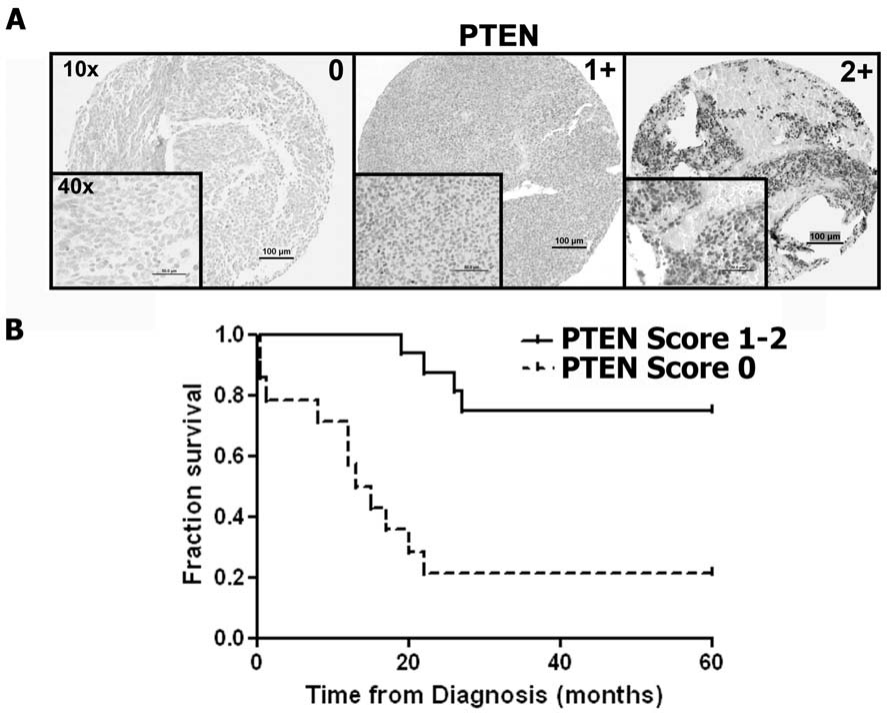
Loss of PTEN expression is an indicator of poor prognosis in patients with medulloblastoma. (**A**) PTEN expression was scored from 0 to 2+ in human medulloblastoma (n = 111) tumors. (**B**) Kaplan-Meier analysis confirmed worse overall survival in patients whose tumor exhibited low to absent (score = 0) PTEN expression (n = 16), compared to survival of patients with detectable PTEN (n = 26) expression (score = 1–2) (**Table 1**) by IHC (*p*<0.0005).

**Table 1:** Absent PTEN expression is associated with increased mortality.

		<3 yo	3–18 yo	≥18yo	Unknown	TOTAL
**Classic Histology**	**PTEN 0**	1	4	7	10	22 (73%)
	**PTEN 1–2**	-	6	2	-	8
**Anaplastic Histology**	**PTEN 0**	2	3	2	14	21 (68%)
	**PTEN 1–2**	2	6	1	1	10
**Desmoplastic Histology**	**PTEN 0**	1	4	5	2	12 (54%)
	**PTEN 1–2**	-	7	3	-	10
**All Tumors**	**PTEN 0**	5	22	14	27	68 (61%)
	**PTEN 1–2**	4	30	7	2	43
**TOTAL**		9	52	21	29	111
**ALIVE**	**PTEN 0**	1	4	-	-	5 (18%)
	**PTEN 1–2**	1	20	1	-	22
**DEAD**	**PTEN 0**	3	5	3	-	11 (73%)
	**PTEN 1–2**	1	3	-	-	4

## Discussion

The ability to overcome mechanisms that promote apoptosis is essential for the development and progression of cancer. The PI-3 kinase signaling pathway provides such a mechanism by transmitting a strong survival signal. In humans, one of the major inhibitors of signaling through the PI-3 kinase pathway is PTEN. One of the first mouse models to examine potential cross-talk between *Shh* and PI-3 kinase signaling in medulloblastoma employed the *RCAS*/*tv*-*a* retroviral system for exogenous gene expression in the mouse neonatal cerebellum. Rao *et*. *al*. was the first group to report that co-overexpression of *Shh* and either activated *Akt* or *IGF2* significantly increased the incidence of medulloblastoma [21]. Another group demonstrated a high frequency of medulloblastomas in mice through co-overexpression of *Shh* and hepatocyte growth factor, *HGF*, the ligand for the transmembrane receptor *c-Met*. *HGF* overexpression activated PI-3 kinase signaling; and, compared to medulloblastomas generated by overexpression of *Shh* alone, exogenous *Shh* + *HGF* appeared to promote tumorigenesis by inhibiting apoptosis in granule neuron precursors of the developing cerebellum [22].

We found that *Pten* deficiency drove medulloblastoma tumors from classic to extensively nodular (MBEN) histology. MBEN tumors are characterized primarily by large nodules with a low proliferative index and neurocytic differentiation. MBEN tumors often contain smaller areas of proliferation, embedded in a dense network of reticullin fiber. Our finding of MBEN in *Pten* deficient tumors confirm those in prior reports in which tumors with extensive nodularity were generated through activation of PI-3 kinase signaling pathways. MBEN histology has been reported in medulloblastoma tumors generated when *Pten* was conditionally deleted in cells of neuronal lineage, using an RCAS/*tv*-*a* system [23]. Investigators have also generated a mouse model with MBEN by simultaneously overexpressing *Shh* and *HGF* [22]. Neither of these reports of mouse models with MBEN described an association of MBEN histology with decreased survival.

Our observation in mouse models is curious because it seems counter to the reported superior survival outcomes in children diagnosed with medulloblastoma with MBEN histology, compared to the survival of children with tumors of classic histology. In Gorlin syndrome, where patients have mutation of *PATCHED1* and thus activation of signaling through *Shh* pathways and an increased incidence of medulloblastoma, medulloblastoma tumors are usually desmoplastic or MBEN in histology [4]. Patients with desmoplastic or MBEN tumor histologies have historically had a much better survival prognosis than patients with classic medulloblastoma [2]. A recent retrospective analysis reported a 5-year survival of 92% in patients with medulloblastoma with MBEN histology, 90% with desmoplastic histology, and 66% in patients with classic medulloblastoma. MBEN medulloblastomas were associated with a lower risk of metastasis at diagnosis and increased sensitivity to chemotherapy and IR [4]. In contrast, *Shh*-driven tumors in mice may have some evidence of desmoplasia, but not true nodules, and overall look very classic in appearance [22], [24]. Yet, we have found that MBEN mouse medulloblastomas have a survival that is inferior to *Shh*-driven, classic mouse medulloblastomas. And, MBEN mouse medulloblastomas appeared to exhibit resistance to IR in one published report [23]. The significance of this disparity between tumor histology and survival in mouse models versus human medulloblastomas has yet to be addressed in the literature.

One mechanism that may explain the increased mortality of *Pten* deficient mice is increased angiogenesis. Persistent angiogenesis is one of the hallmarks that distinguish high-grade from low-grade brain tumors [25]. Our study found up-regulation of *Vegfa*, *Flt1*, and *Hbegf* in *SmoA1* +; *Pten* +/− medulloblastomas. Vascular endothelial growth factor A, *Vegfa,* and the receptor for *Vegfb*, *Flt1*(*Vegfr1*), are well described pro-angiogenic factors [26]. *Hbegf*, which codes for the heparin-binding EGF-like growth factor, has been established as a potent inducer of tumor growth and angiogenesis [27].

Tumor blood vessel density has also been identified as an independent prognostic factor in high-grade, malignant astrocytomas [28]. Early studies of human medulloblastomas identified increased microvascular density (MVD) in tumor tissue as compared to surrounding normal cerebellum [29]. However, there was high inter-tumor variability of MVD and MVD failed to correlate with metastatic status or patient survival [30]. A subsequent study found expression of a wide array of angiogenic factors including *VEGF165*, *PDGF-A*, and *VEGF-B* in 93% of human medulloblastomas [31]. We identified increased angiogenesis by IHC in *Pten* deficient medulloblastomas. This suggests that increased angiogenesis may be an important mechanism that negatively affects the survival of *Pten* deficient medulloblastomas.

Our study also identified down-regulation of cell cycle-related genes and significant reduction of apoptosis in *Pten* deficient medulloblastomas. Cell cycle genes *Trp53*, *Brca2*, and *Rb1* were down regulated in *Pten* +/− tumors. Loss of *RB1* or other components of the *RB1* pathway has been associated with decreased survival of patients with high-grade gliomas. This association was even stronger in combination with loss of wild-type *PTEN* [32]. Loss of *Brca2* has previously been linked to medulloblastoma tumorigenesis, as concomitant loss of *Trp53* leads to rapid formation of medulloblastomas in *Brca2*(*LoxP*/*LoxP*); *Nestin*-*cre* mice [33]. p53 is a well characterized downstream target of PI-3 kinase signaling. And, PTEN functions as a key inhibitor of PI-3 kinase signaling through its physical interactions with p53 to control cell proliferation [34].

Our findings are in agreement with the findings of McCall *et*. *al*. who reported decreased apoptosis in mouse medulloblastomas derived from co-overexpression of sonic hedgehog and activated Akt in the developing mouse brain [35]. Similarly, Binning *et al*. report in increased staining for the proliferation marker, Ki67, and decreased staining for cleaved caspase-3 in *Shh* + *HGF*-driven mouse medulloblastomas. Given that *SmoA1*+/−; *Pten* +/+ mice survive longer than *SmoA1*+/−; *Pten* +/− mice, it appears that haploinsufficiency for *Pten* drives differentiation of cells in the cerebellum toward a neuronal phenotype with associated regions of reduced apoptosis.

Importantly, we found that over one-half of human medulloblastomas in our study exhibited decreased expression of PTEN. Absence of PTEN expression was associated with increased mortality and reduced survival of patients. Only one other study has reported down-regulation of PI-3 kinase signaling in human medulloblastomas [9]. Using a larger cohort of patients, we detected absent PTEN staining in 61% of human medulloblastomas. Unlike the previous study, we show a significant difference in survival between patients whose tumor stains positively and negatively for PTEN expression. This suggests that not only does *Pten* deficiency promote tumorigenesis in our mouse model; but, PTEN deficiency may be a marker of poor prognosis in patients, independent of tumor histology or disease stage.

We believe that our mouse model is particularly attractive for pre-clinical drug development because of the ease with which *de novo* medulloblastoma tumors develop in *Pten* deficient mice and because of the difference in tumor histology between the two mouse models. Other models of activated PI-3 kinase signaling require expertise with neuro-surgery. We were able to achieve similar results by crossing *SmoA1* +/+ and *Pten* +/− mice, which are readily available. The *SmoA1* +/−; *Pten* +/− mouse model may be useful for examining the effects of anti-angiogenic therapies in MBEN versus classic medulloblastomas. The recent availability of small molecule inhibitors of signaling through PI-3 kinase pathways [36], many of which are in early Phase I/II trials in adult malignancies, also gives us an opportunity to examine the efficacy of targeted agents in a mouse model that closely recapitulates classic and nodular medulloblastomas, before these agents are tested on children with medulloblastoma.

## Materials and Methods

### Animal Husbandry

*Pten* +/− mice were a gift from Ramon Parsons (Columbia University, New York, NY). *ND2*:*SmoA1* (*SmoA1*) transgenic mice were a gift from James Olson (University of Washington, Seattle, WA). *SmoA1* +/+ founder genotypes were confirmed by fluorescent *in situ* hybridization (FISH) in the Olson laboratory. All offspring (n = 100) of *SmoA1*×*SmoA1* matings have tested positive for the *SmoA1* transgene and are thus considered homozygous for *SmoA1*, *SmoA1* +/+.

*SmoA1* +/+ mice were bred to *Pten* +/− mice to obtain *SmoA1* +; *Pten* +/+ and *SmoA1* +; *Pten* +/− F1 animals. All F1 offspring expressed the *SmoA1* transgene by tail PCR, and were considered to be hemizygous for the transgene, *SmoA1* +/−. *Pten LoxP*/*LoxP* (gift from W. David Martin, Emory University) were crossed with *SmoA1*+/+ mice. *SmoA1* +/+; *Pten LoxP*/*LoxP* offspring were crossed with *Nestin-cre* + (Jackson Laboratories, Bar Harbor, ME) mice to obtain *SmoA1* +; *Pten LoxP*/-; *Nestin-cre* + mice. Mice were observed for symptoms of medulloblastoma at least twice weekly for a period of 12 months. All mice were housed in an American Association of Laboratory Animal Care–accredited facility and were maintained in accordance with NIH guidelines. This was approved by the Institutional Animal Care and Use Committee of Emory University (Protocol # 145-2009). Survival was analyzed using GraphPad Prism 4 (GraphPad Software, Inc., La Jolla, CA).

### Mouse Necropsy and Tissue Handling

Mice were followed and sacrificed upon development of symptoms of medulloblastoma, which included head doming, hunched posture, preferential turning to one side, lethargy, and/or weight loss, using CO_2_ inhalation. The cerebellar tumor was either snap-frozen in liquid nitrogen for RNA studies, snap-frozen in Optimal Cutting Temperature (OCT) cryoembedding media (Tissue-Tek, Sakura Finetek, Torrance, CA), or fixed in 4% paraformaldehyde for pathological examination. OCT blocks were cut into 10–20-µm sections and stained with antibody [37]. Tissue blocks were paraffin embedded, cut into 4-µm sections, and then stained with hematoxylin and eosin (H&E) [38]. All necropsied brains were classified by a pathologist as medulloblastoma.

### Western Blotting and Immunohistochemical Analysis of Mouse Medulloblastomas

Proteins extracted from cells were electrophoretically separated on polyacrylamide denaturing gels, transferred onto nitrocellulose membranes, and immunoblotted with the designated antibodies as previously described [39]. Immunohistochemistry was performed according to manufacturer's recommendations. Antibodies used included Pten (Cell Signaling), phospho-Akt (Ser473) (Cell Signaling), p53 (DO-1) (Santa Cruz), Wnt-3 (Santa Cruz), Wnt-7 (Santa Cruz), β-actin (Sigma), NeuN (Millipore), GFAP (Abcam), Synaptophysin (Abcam), CD31 (BD Pharmingen), CD34 (BD Pharmingen), PCNA (Cell Signaling), and Cleaved Caspase 3 (Asp175) (Cell Signaling). Secondary antibodies were applied according to manufacturer's recommendations (Vector Laboratories). Double stains were processed according to manufacturer's recommendations using the Rat and Mouse Double Stain Kit (Biocare Medical, Concord, CA). Stained slides were visualized with a Nikon Eclipse E400 microscope (Nikon Instruments Inc., Melville, NY). Images were captured with a SPOT Flex Shifting Pixel Color Mosaic (FX1520) digital camera, and were analyzed using the SPOT basic software package (Diagnostic Instruments Inc., Sterling Heights, MI). Images were processed for publication using Adobe Photoshop Elements 5.0 (Adobe Systems, San Jose, CA).

### Analysis of Mouse Gene Expression Microarrays

Total RNA was extracted using RNeasy (Qiagen, Germantown, MD). RNA integrity was assessed using an Agilent 2100 Bioanalyzer. All samples demonstrated RNA integrity (RIN) of 7.7 or greater. RNA was labeled using TotalPrep RNA (Ambion), and hybridized to Illumina MouseWG-6 v2 BeadChips for analysis of 45,281transcripts covering 30,774 genes. Data was interpreted using BeadStudio and quantile normalized to adjust for sample-to-sample variation. Differential analysis was conducted on a subset of 21,649 probes that were detected in at least one sample (detection *p*-value <0.01). Significance Analysis of Microarray (SAM) software [40] was used to determine differential expression with a false discovery rate (FDR) <1% and a minimum fold-change of 2 unless otherwise stated. Heatmaps were generated in R [41] using the heatmap.2 package. Probe expression data was Z-score normalized and hierarchical clustering was calculated on a Euclidean distance dissimilarity metric with an average clustering algorithm for heatmaps showing row and column dendrograms. Probes were displayed in descending order by fold-change in *Pten* +/− tumors. Gene microarray data is MIAME compliant and the raw data has been deposited in the MIAME compliant GEO database: accession # GSE19059 (NCBI tracking system #15737926).

### Quantitative real-time, RT-PCR Analysis

Total cellular RNA was extracted and processed into cDNA [39]. PCR reactions containing cDNA, Syber Green PCR Master Mix (Applied Biosystems, Inc.) and primers for mouse *Wnt3, Wnt7a, Vegfa,* and *Gapdh* were performed for 40 cycles in triplicate. Primer sequences are available upon request. Gene expression was normalized internally to *Gapdh* expression, accounting for differences in primer efficiencies. Results from at least three separate experiments were analyzed.

### Tissue Microarray

Construction of the tissue microarray (TMA) was performed at the National Institutes of Health consisting of 144 previously untreated paraffin-embedded childhood medulloblastoma tumor tissue specimens, obtained from the pathology libraries of Children's National Medical Center (CNMC) and the Armed Forces Institute of Pathology (AFIP). IRB approval was obtained from each institution for this TMA construction and analysis. The use of the specimens for construction of the TMA and subsequent biomarker molecular pathway analysis was approved by the Children's National Medical Center IRB and the Armed Forces Institute of Pathology IRB. Since these are from already existing diagnostic pathologic de-identified tissues, not obtained research specimens, the TMA specimens are considered non-human subjects research and are thus exempt from consent.

In brief, paraffin-embedded tissue samples were extracted using 0.6 µm diameter needles and mechanically embedded in a paraffin block into an array. Each sample was spotted into the block twice. 5 micron-thick sections were mounted onto positively charged slides for immunohistochemical analysis. A database relating each tumor specimen to its clinical and histologic characteristics was constructed and used for all correlations to the immunostainings. Standard IHC for PTEN (#9559, Cell Signaling) was performed. Immunostaining for PTEN was first performed using normal brain and classic medulloblastoma tissue samples to serve as negative control and for optimization of the staining procedure, respectively, prior to using the TMA for IHC. Each tissue sample in the array was independently scored for positivity by two neuropathologists (M.S. and E.J.R.). Scoring was performed blinded. Definitions for scoring of PTEN staining (score = 0–2) were established by the neuropathologists and were based on the relative diffuse cellular homogeneity observed with the specific target staining for each specimen tested. Of the 144 MB specimens, 33 were designated “not-amenable” for analysis to indicate that in the opinion of the grading neuropathologist, that either the IHC staining or the tissue integrity on the TMA was not of suitable quality to confidently grade the staining.

## Supporting Information

Figure S1 *SmoA1* +; *Pten* +/− mouse medulloblastomas up-regulate expression of *Wnt3* and *Wnt7a*. Analysis of gene expression in mouse medulloblastomas revealed higher expression of the Sonic Hedgehog pathway genes *Wnt3* and *Wnt7a* in tumors from *SmoA1* +; *Pten* +/− (white bars) versus from *SmoA1* +; *Pten* +/+ (back bars) mice. (A) Using real-time, RT-PCR we confirmed up-regulated expression of mRNA for downstream targets of the Sonic Hedgehog signaling pathway, *Wnt3* and *Wnt7a*. Relative expression of *Wnt3* and *Wnt7a* was increased 5.9 and 6.5-fold (*, p<0.05 for all transcripts), respectively in *SmoA1* +; *Pten* +/− (n = 7) medulloblastomas. *Error bars*, standard error of the mean. (B) This increased RNA expression correlated with a significant increase in expression of Wnt-3 and Wnt-7 protein by western blotting in *SmoA1* +; *Pten* +/− (n = 4), compared to *SmoA1* +; *Pten* +/+ (n = 3) mouse medulloblastomas.
(8.44 MB TIF)

Figure S2 *SmoA1* +; *Pten* +/− mouse medulloblastomas express markers of neuronal differentiation. (A) Analysis of gene expression in mouse medulloblastomas revealed higher expression of genes involved in neuronal differentiation, such as *Bdnf*, *Neurl*, *Id4*, and *Neurod2* in tumors from *SmoA1* +; *Pten* +/− (n = 8) versus from *SmoA1* +; *Pten* +/+ (n = 4) mice. Red pixels in the heatmap visualization represent increased expression and green pixels represent decreased expression of mRNA transcripts for the listed gene probes. (B) Immunohistochemical analysis of paraffin-embedded sections of the two tumor types confirmed significant expression of the marker of neuronal differentiation, NeuN, in *SmoA1* +; *Pten* +/- tumors (n = 5), and no expression of NeuN in tumors from *SmoA1* +; *Pten* +/+ mice (n = 5), except in the expected location in the internal granule layer (IGL). (C) Double-staining of tumor sections revealed diffuse proliferation with scattered areas of staining for NeuN in *SmoA1* +; *Pten* +/+ medulloblastomas. *Pten* deficient tumors displayed larger islands of neuronal differentiation, surrounded by and distinct from PCNA positive, areas of proliferation. (D) Neither tumor type stained positive for the marker of astrocytic differentiation, GFAP. (E) Staining for synaptophysin, a marker of primitive neurons was weak in both tumor types, but appeared to overlap with staining for PCNA.
(10.16 MB TIF)

Table S1 Survival of *Pten* +/+ versus *Pten* +/− mice.
(0.03 MB DOC)

Table S2 Comparison of medulloblastomas from *Pten* wild-type versus deficient mice.
(0.03 MB DOC)

Table S3 Differentially expressed genes in *SmoA1* +; *Pten* +/− mouse medulloblastomas.
(0.10 MB DOC)

# Supplementary material for: Heterozygosity for Pten Promotes Tumorigenesis in a Mouse Model of Medulloblastoma
**Source:** PLoS One. 2010 May 26;5(5):e10849. doi: 10.1371/journal.pone.0010849
**Supplement:** Table S1 — Survival of Pten +/+ versus Pten +/− mice. (0.03 MB DOC)

**Table S1.**

**Survival of *Pten* +/+ versus *Pten*** +/- mice

| ***SmoA1*** | ***Pten*** | **Animals** | **Mortality (%)** |
| --- | --- | --- | --- |
| **+/+** | **+/+** | 100 | 75 |
| **+/-** | **+/+** | 54 | 50 |
| **+/-** | **+/-** | 60 | 98 |

# Supplementary material for: Heterozygosity for Pten Promotes Tumorigenesis in a Mouse Model of Medulloblastoma
**Source:** PLoS One. 2010 May 26;5(5):e10849. doi: 10.1371/journal.pone.0010849
**Supplement:** Table S2 — Comparison of medulloblastomas from Pten wild-type versus deficient mice. (0.03 MB DOC)

**Table S2.**

**Comparison of medulloblastomas from *Pten* wild-type versus deficient mice**

| ***SmoA1*** | **+** | **+** |
| --- | --- | --- |
| ***Pten*** | **Wild-type** | **Deficient** |
| **Tumor Location** | Cerebellum | Cerebellum |
| **Cell Morphology** | Dense sheets of small, round blue cells | Large areas with extensive nodularity |
| **Tumor Cellularity** | Dense | Reduced |
| **Neuronal Differentiation (NeuN IHC)** | - | + |
| **Mitotic Figures** | Numerous | Rare |
| **Nuclear Karyorrhexis** | Numerous | Rare |
| **Proliferation (PCNA IHC)** | Diffuse; strong | Patchy; weak |
| **Cell Death (Cleaved Caspase 3 IHC)** | Scattered | Absent |

Abbreviations: *SmoA1*, mutated, constitutively activated *Smoothened*; *Pten*, *Phosphatase and tensin homolog*; NeuN, neuronal nuclei; PCNA, proliferating cell nuclear antigen; IHC, immunohistochemistry

# Supplementary material for: Heterozygosity for Pten Promotes Tumorigenesis in a Mouse Model of Medulloblastoma
**Source:** PLoS One. 2010 May 26;5(5):e10849. doi: 10.1371/journal.pone.0010849
**Supplement:** Table S3 — Differentially expressed genes in SmoA1 +; Pten +/− mouse medulloblastomas. (0.10 MB DOC)

**Table S3.**

**Differentially expressed genes in *SmoA1* +; *Pten*** +/- mouse medulloblastomas

| **Pathway/Function** | **Gene** | **Symbol & Aliases** | **Fold Change** | **Function** |
| --- | --- | --- | --- | --- |
| **Phosphoinositide 3-Kinase (PI3K)** | *Diacylglycerol kinase, gamma* | *Dgkg, 90kDa* | ↑ 5.8 | Activation of protein kinase C and Ras guanyl nucleotide-releasing proteins |
|  | *Inositol polyphosphate-4-phosphatase, type II* | *Inpp4b* | ↑ 5.0 | Inositol phosphate-mediated signaling |
|  | *CDP-diacylglycerol synthase 1* | *Cds1* | ↑ 5.0 | CDP-diacylglycerol biosynthesis; phospholipid biosynthesis |
|  | *Phosphatidylinositol-4-phosphate 5-kinase, type 1 beta* | *Pip5k1b, Pipk5a/b; Pip5k1a; STM7* | ↑ 3.8 | Phosphatidylinositol metabolism |
|  | *Inositol 1,3,4-triphosphate 5/6 kinase* | *Itpk1* | ↑ 3.6 | Reversible, poly-specific inositol phosphate kinase |
|  | *Phosphatidylinositol-4-phosphate 5-kinase, type 1 gamma* | *Pip5k1c* | ↑ 3.1 | Type I phosphatidylinositol-4-phosphate 5-kinase localized in synapses and focal adhesion plaques |
|  | *Phosphatidylinositol 3 kinase, regulatory subunit, polypeptide 3* | *Pik3r3, p55pik* | ↑ 2.8 | Insulin receptor signaling pathway; intracellular signaling cascade |
|  | *CDP-diacylglycerol synthase 2* | *Cds2* | ↑ 2.3 | Regulates phosphatidic acid to CDP-diacylglycerol conversion, functions downstream of G protein-coupled receptors and tyrosine kinases |
|  | *Phospholipase C, beta 4* | *Plcb4* | ↑ 2.1 | Catalyzes the formation of inositol 1,4,5-trisphosphate and diacylglycerol from phosphatidylinositol 4,5-bisphosphate |
|  | *Phosphoinositide-3-kinase, catalytic, beta polypeptide* | *Pik3cb* | ↑ 1.9 | Component of 110-kD catalytic subunit that phosphorylates the 3-prime OH of inositol lipids |
|  | *Mitogen-activated protein kinase 8* | *Mapk8* | ↑ 1.5 | Key intermediate in multiple apoptotic pathways including TNF-alpha |
|  | *FK506 binding protein 12-rapamycin associated protein 1* | *Frap1* | ↑ 1.2 | Phosphatidylinositol kinase-related kinase mediates response to stress |
|  | *Phosphatase and tensin homolog* | *Pten* | ↓ 1.1 | Tumor suppressor, dephosphorylates phosphoinositide substrates, suppresses PI3K/AKT pathways |
| **VEGF / Angiogenesis** | *Tumor necrosis factor receptor superfamily, member 12a* | *Tnfrsf12a, HPIP; Fn14; TweakR* | ↑ 5.2 | Angiogenesis; apoptosis; cell adhesion; axon extension; development |
|  | *Secretogranin II* | *Scg2, SgII; Chgc* | ↑ 3.1 | Angiogenesis; cell motility; negative regulation of endothelial cell proliferation; chemotaxis; MAPKKK; inflammatory response |
|  | *Reticulon 4 (Rtn4), transcript variant 1* | *Rtn4; ASY; NSP-CL* | ↑ 3.1 | Angiogenesis; regulation of cell migration; inhibitor of axon extension |
|  | *Thymus cell antigen 1, theta* | *Thy1, CD90* | ↑ 3.1 | Angiogenesis; negative regulation of axonogenesis; cell-cell adhesion; negative regulation of apoptosis; mast cell activation |
|  | *Annexin A2* | *Anxa2, Cal1h* | ↑ 2.5 | Angiogenesis; collagen fibril organization; fibrinolysis |
|  | *Vascular endothelial growth factor A, transcript variant 1* | *Vegfa, VPF; VEGF-A; Vegf* | ↑ 2.3 | Angiogenesis; mesoderm development; epithelial cell differentiation; anti-apoptosis; blood vessel; cell migration |
|  | *FMS-like tyrosine kinase 1* | *Flt1, VEGFR1; Flt-1; sFlt1; VEGFR-1* | ↑ 2.1 | Angiogenesis; patterning of blood vessels; cell adhesion; cell differentiation; cell migration |
|  | *Neurotrophic tyrosine kinase, receptor, type 2* | *Ntrk2, trkB; Tkrb* | ↑ 2.0 | Vasculogenesis; mechanoreceptor differentiation; cell differentiation; development |
|  | *Heparin-binding EGF-like growth factor* | *Hbegf* | ↑ 1.8 | ErbB4 ligand |
|  | *Stabilin 1* | *Stab1, MS-1; STAB-1* | ↓ 2.6 | Negative regulation of angiogenesis; cell adhesion; inflammatory response |
| **Sonic Hedgehog (Shh)** | *Sonic hedgehog* | *Shh* | ↑ 1.3 | Key inductive signal in patterning of the ventral neural tube; cell surface localization |
|  | *GLI-Kruppel family member GLI2* | *Gli2* | ↓ 4.2 | Development including neuron development; proliferation |
|  | *Smoothened* | *Smo; Smoh* | ↓ 3.2 | Vasculogenesis; smoothened signaling pathway; central nervous system development |
|  | *Suppressor of fused* | *Sufu* | ↓ 2.9 | Suppressor of Hedgehog signaling |
|  | *Patched* | *Ptch1* | ↓ 2.7 | Smoothened signaling pathway; dorsal/ventral pattern formation |
|  | *Wingless-related MMTV integration site 4* | *Wnt4* | ↓ 2.4 | Wnt receptor signaling pathway; cell differentiation; development |
|  | *Hedgehog-interacting protein* | *Hhip; Hhip1; Hip1* | ↓ 2.3 | Smoothened signaling pathway; neuroblast proliferation; regulation of fibroblast growth factor receptor signaling pathway |
| **Cell Cycle** | *CDKN1A cyclin-dependent kinase inhibitor 1A* | *Cdkn1a, p21, Cip1, p21Waf* | ↑ 2.6 | Potent cyclin-dependent kinase inhibitor that binds and inhibits CDK2 or CDK4 thereby functioning as a regulator of cell cycle progression at G1; regulated by p53; interacts with proliferating cell nuclear antigen (PCNA) |
|  | *Cyclin-dependent kinase inhibitor 2B* | *Cdkn2b, p15, p15INK4A* | ↑ 2.3 | Cyclin-dependent kinase inhibitor; complexes CDK4 or CDK6 and prevents activation; cell growth regulator controlling G1 cell cycle progression; induced by TGF beta |
|  | *Cyclin-dependent kinase 6* | *Cdk6, PLSTIRE* | ↓ 3.7 | Protein kinase catalytic subunit important for G1 phase progression and G1/S transition. Phosphorylates tumor suppressor protein Rb |
|  | *Cyclin-dependent kinase 4* | *Cdk4* | ↓ 3.3 | Ser/Thr protein kinase catalytic subunit important G1 phase progression. Phosphorylates Rb |
|  | *Transformation related protein 53* | *Trp53* | ↓ 2.5 | Stress-induced regulator of cell cycle arrest, apoptosis, senescence, DNA repair, or changes in metabolism; functions as a tumor suppressor |
|  | *E2F transcription factor 1* | *E2f1* | ↓ 2.0 | Pivotal to cell cycle regulation; target of small DNA tumor viruses; preferentially binds Rb1 in a cell-cycle dependent manner |
|  | *Breast cancer 2* | *Brca2* | ↓ 1.9 | Germ line mutations in Brca2 confer risk to breast or ovarian cancer; maintainer of genome stability and homologous recombination pathway for double-strand DNA repair |
|  | *Ataxia telangiectasia mutated* | *Atm* | ↓ 1.8 | PI3/PI4-kinase family; cell cycle checkpoint kinase; regulates p53, BRCA1, CHK2, RAD17, RAD9, and DNA repair protein NBS1 |
|  | *Retinoblastoma 1* | *Rb1, pRB* | ↓ 1.8 | Negative regulator of cell cycle; stabilizes constitutive heterochromatin; hypophosphorylated form binds transcription factor E2F1 |

How the deposited data were processed for this re-analysis (not part of the article)

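Medulloblastomas of 12 mice were compared, 4 *SmoA1* +; *Pten* +/+ and 8 *SmoA1* +; *Pten* +/−, each on 1 Illumina MouseWG-6 v2 array with 45281 probes. Replicates were separate mice, and genotype and survival came from the sample labels. The authors extracted total RNA, labeled it and read the arrays in BeadStudio according to the methods, or in GenomeStudio 1.0.2 according to the submitters' processing notes. They deposited the linear signal intensity of each probe per tumor, without normalization between arrays or background subtraction, and a table of the same intensities after quantile normalization. The deposited normalized table and the quantile normalization applied here differed by at most 0.0144 on the log2 scale. Detection p-values were absent from both, and with them the methods' filter and the planned neqc background correction could not be applied.

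Signals were quantile normalized, set on a log2 scale and compared with limma 3.58.1 in R 4.3.3 (two-sided tests, empirical Bayes variances, Benjamini-Hochberg adjustment). The 21649 probes with the highest maximum normalized signal were kept, a number given by the methods and a choice blind to genotype, and the lowest of those maxima (112, or 6.81 on the log2 scale) served as the detection limit. Because the arrays share 1 distribution after normalization, 17132 probes stood at or above it on each. Of the kept probes 18464 named 1 gene, 5 several and 3180 none, and no symbol had to be updated. Each of 11525 genes was represented by the kept probe with the highest mean log2 signal; 4604 genes had more than 1 kept probe, and in 67 of these the probes were called in both directions. The highest correlation between any pair of arrays was 0.987. SAM was rerun with 100 permutations at the methods' thresholds, with an exchangeability constant of 0 and an estimated share of unchanged probes of 0.346. Gene lists were tested with camera (preset correlation 0.01), and again with camera at an estimated correlation, with fry, and with an exact permutation of the tumors' scores over the 495 possible splits. Here fry asks whether a list's genes move one way on balance, and only camera compares them with other genes. Clustering used Euclidean distance and average linkage.

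Before the data were examined, 30 gene lists were written, along with the groups, the tests and the alternatives, apart from those named as chosen later. The lists covered the PI3K/Akt/mTOR, *Shh*, Wnt and Notch pathways; precursor, mature granule, pan-neuronal, Purkinje, GABAergic, astrocyte, oligodendrocyte, endothelial, pericyte, microglia, T cell, red blood cell, choroid plexus and meningeal markers; neurogenesis transcription factors; angiogenic ligands and receptors; hypoxia; DNA replication; mitosis; cell cycle inhibitors; p53 targets; apoptosis; cholesterol synthesis; glycolysis; immediate early genes; and interferon response. A further 4 lists were the groups of Table S3. Genes were named by a rule set at the same time: those the paper names for the arrays, whose values were known from its tables; the 10 largest rises and 10 largest falls among called genes that did not overlap between genotypes and were detected on every array of 1 genotype; and of each list up to 4 members with the smallest adjusted p in its main direction and up to 2 in the other. Members of counts of 5 or fewer were named as well.

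Alternatives were the deposited normalized table, normexp background correction with an offset of 16 in place of neqc, no between-array normalization, cyclic loess, detection on at least 4 arrays, no filter, a floor at the detection limit, survival in weeks as a covariate, array weights, an intensity trend in the variance prior, the mean of all kept probes, SAM, the ratio of mean linear signals, other linkages and distances, and leaving out each tumor in turn. Leaving out tumors PS182 and PS184 together, the mean of the linear folds of all kept probes, and the exact permutation of list scores were added after the data were seen. A block for the chip could not be fitted because no chip was stated.

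Simulated data had the variances of these arrays and the same 4 and 8 samples. Of 21649 probes, 67 were changed by 0.5 on the log2 scale, 67 by 1 and 66 by 2. Noise was independent between probes and equally wide in both groups. There limma found 43.3% of changes of 0.5, 82.1% of changes of 1 and 95.5% of changes of 2. Of its calls, 4.55% were false. SAM found 41.8%, 80.6% and 95.5%. With 4 arrays in 1 group, changes under 1 log2 unit were therefore missed more often there than larger ones. The real arrays held far more called probes and correlated genes, so that these shares need not carry over. No paired test was possible because the tumors carry no shared numbers. Immunohistochemistry, western blotting, real-time RT-PCR, survival curves and human tissue microarrays were left out because no values of them were among the deposited data.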

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

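Some tests in this part were chosen only after the result was seen. These were normal cerebellum, age or endothelial cells as the whole cause, and muscle as the whole source of *Tnnc2*. Also chosen then were other splits for the gene calls and for the gene lists, and leaving out tumors PS182 and PS184 together. Signals in genes the paper does not discuss stood out in *SmoA1* +; *Pten* +/− medulloblastomas. Median log2 fold changes were -1.04 for microglia and macrophage markers, 0.92 for glycolysis, 1.55 for red blood cell genes, 0.44 for immediate early genes, 0.35 for hypoxia response and 0.34 for cholesterol synthesis. Single genes among the largest changes were *Tnnc2* (log2 fold change 5.78), *Cckbr* (4.57) and *Rasgrp1* (4.44).

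Single tumors lay far from the others of their genotype in 13 of 282 groups of values tested, where chance marks about 1 in 20 groups, or 14.1. Among list scores these were tumor PS63 for the *Shh* pathway (-0.31) and tumor PS23 for astrocyte markers (-0.48) among *SmoA1* +; *Pten* +/+ medulloblastomas, and tumor PS182 for mature granule neurons (1.01) and neurogenesis transcription factors (-0.55) among *SmoA1* +; *Pten* +/− medulloblastomas. Among log2 signals they were tumor PS63 for *Plcb4* (7.70), *Nde1* (10.78), *Ncaph* (10.13) and *H2ac21* (11.31), tumor PS23 for *Wnt4* (8.61) and tumor PS30 for *Nras* (12.46) in *SmoA1* +; *Pten* +/+ medulloblastomas, and tumor PS34 for *Inpp4b* (7.07), tumor PS182 for *Zwint* (14.31) and tumor PS184 for *Rgs4* (9.07) in *SmoA1* +; *Pten* +/− medulloblastomas.

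The rise of neuronal and synaptic genes was weighed against normal cerebellum taken along with the tumor and against age. Normal cerebellum may account for part of it by group medians. The median of the Purkinje list was 0.516 times and that of the oligodendrocyte list 0.525 times that of the mature granule list. Without tumors PS182 and PS184 these medians were 0.39 and 0.34. In tumors PS34 and PS137 the scores argue against it: Purkinje 0.15 and -0.14, oligodendrocyte -0.68 and -0.63, mature granule 1.73 and 1.60. In *Pten* +/+ tumors these ran to 0.79, 0.26 and 0.74. Tumor PS182, with high Purkinje (1.33) and oligodendrocyte (1.87) scores, had the lowest mature granule score of *Pten* +/− tumors (1.01). In PS184 and PS213 Purkinje (1.96, 1.35) and mature granule (1.71, 1.86) scores were both high. By Purkinje and oligodendrocyte scores normal cerebellum was not the whole cause. With both as covariates the median of the mature granule list was 1.42 and its score differed by 1.46 (SE 0.22, lower 95% bound 0.949). Age as the whole cause was argued against, since with survival as a linear covariate the score difference was 1.32 (95% bound nearest 0, 0.627) against 1.61 without it. For part of the rise age cannot be told apart from genotype: the median was then 0.826 times as large, but the interval of the score difference, 0.63 to 2.02, leaves room for a larger share because survival differed between the genotypes. On the arrays, a change of the tumor cells themselves toward mature granule neurons stays open as a hypothesis. So does a larger share of granule neurons, whose markers these lists are. By staining, the paper found NeuN in *Pten* deficient tumors and almost none in *Pten* +/+ tumors. From this the paper proposes that *Pten* deficiency promotes neuronal differentiation of the tumor cells.

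The fall of cell cycle genes was weighed against age and array brightness. The test set for brightness cannot decide, since camera compares a list with other genes, and a shift shared by all genes cancels. Its larger adjusted p for the DNA replication list, without normalization and with cyclic loess, was 6.3e-11 at the preset correlation. With an estimated correlation, the adjusted p in the main fit was 0.52. The list's median log2 fold change was -1.93 without normalization and -1.71 with cyclic loess, against -1.78 in the main fit. The median over the 11525 genes without normalization was -0.138, so that a shift common to these genes was smaller than the fall. Age as the whole cause was argued against here too, since with survival as a linear covariate the score difference was -1.5 (95% bound nearest 0, -0.548) against -1.69 without it. For part of the fall age cannot be told apart from genotype: the median was then 0.914 times as large, but the interval of the score difference, -2.45 to -0.55, leaves room for a larger share, since survival differed between the genotypes. Genotype therefore stays a hypothesis for this pattern. A larger share of cells that do not divide was not tested for it here. On sections of *Pten* deficient tumors the paper describes rare mitoses, and islands of strong PCNA staining among quiet areas. With the Purkinje and oligodendrocyte scores as covariates, a fit chosen after the result was seen, the medians were -1.49 for replication and -1.71 for mitosis. Without these covariates they were -1.78 and -2.19.

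The rise of the angiogenesis genes of Table S3 was weighed against a single tumor and against more endothelial cells. A single tumor was argued against, since at least 6 of the 7 genes passed whichever *Pten* +/− tumor was left out. More endothelial cells may account for part: the median of the endothelial list was 0.484 times that of the 7 genes. On the arrays this leaves cells and expression per cell open. By staining, the paper reports more CD31 and CD34 in *Pten* +/− tumors. The test of endothelial cells as the whole cause cannot decide. There 4 of 6 genes (*Rtn4*, *Scg2*, *Tnfrsf12a* and *Vegfa*) rose by over 2 standard errors more than the median endothelial marker. But these genes were chosen for their rise on the same tumors, and that median was taken without its own error.

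Skeletal muscle taken along was argued against as the whole source of *Tnnc2*, since 18 other probes of 13 muscle genes had a median log2 fold change of 0.0487 and *Acta1* alone was past the detection limit on all 8 *Pten* +/− arrays, although *Acta1* rose by 1.29 (adjusted p = 0.032) and *Actn3* by 0.61 (0.024) and 0.27 (0.031) at 2 of its 3 probes. Among 100 splits drawn of the tumors into 4 and 8, only 1, the real one, gave as many probes at 2-fold. The real counts were 2451 probes at 2-fold (highest other split 1), 10350 at an adjusted p under 0.05 (462) and 5795 genes (292). Every other split mixed the genotypes, which already lay apart on the first principal component, so that few calls were likely from them. The test therefore adds little to that separation, and it bears on total counts, not on single probes or genes. Chance cannot be excluded for the number of lists called by camera: 35 of the 100 splits gave at least the real 12, and the highest other gave 17.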

How the results depend on the processing

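Leaving out tumors PS182 and PS184 together and the exact permutation of list scores were chosen only after the result was seen. Each of the 12 lists that camera called kept its direction in every setting, and among named genes the sole reversal was *Zwint* over the mean of its kept probes (log2 fold change -0.21, adjusted p = 0.089). Of 206 named genes measured, 197 passed and 65 lost the call in at least 1 setting, 62 of them with survival as a covariate and 16 without between-array normalization. A call lost with that covariate need not mean a smaller difference. The log2 fold change of *Anxa2* was 1.26 with it and 1.08 without, while that of *Smo* was -0.70 with it and -0.91 without. With survival as a covariate, 1047 probes passed at 2-fold (680 higher, 367 lower), 5384 at an adjusted p under 0.05 (2367 higher, 3017 lower) and 3059 genes (1321 higher, 1738 lower), and adjusted p was 0.069 for hypoxia and 0.098 for cell cycle inhibitors. Without between-array normalization, 2908 probes and 1663 genes were higher, and red blood cell genes passed (0.014); the share of higher probes at an adjusted p under 0.05 was then 33.6% in place of 43.9%. With an estimated correlation camera called 0 lists in place of 12: 0.52 for *Shh*, mature granule, pan-neuronal, endothelial, microglia, hypoxia, DNA replication, inhibitors and glycolysis, 0.53 for mitosis, 0.63 for cholesterol and 0.68 for immediate early genes. With fry 19 lists passed, adding PI3K and angiogenic ligands (0.045), precursors (0.049), red blood cells (0.038), apoptosis (0.0018), Wnt (8.5e-04) and Notch (0.015). The exact permutation also called 19, with 0.020 for PI3K, precursors and red blood cells, 0.035 for angiogenic ligands, 0.0061 for apoptosis, 0.011 for Wnt and 0.019 for Notch. Precursors passed with cyclic loess (0.035) and without the filter (0.0050), as did red blood cells without it (0.033). Hypoxia and inhibitors failed with detection on 4 arrays (0.053, 0.073), the floor (both 0.051, and immediate early genes 0.057), array weights (both 0.083) and without tumors PS182 and PS184 (0.062, 0.086). Leaving out 1 tumor at a time, adjusted p ran from 0.043 to 0.12 for precursors, 0.049 to 0.11 for red blood cells, 0.029 to 0.071 for hypoxia, 0.028 to 0.058 for inhibitors and 0.011 to 0.066 for immediate early genes, while probes at 2-fold numbered 2137 to 2736 and genes 5039 to 5948. For each of these changes the cause was not tested. Not run were neqc with detection p-values, a block for the chip, and *Pten* itself; covariate, weights and trend do not apply to the clustering. No paired analysis was possible because the groups share no replicate numbers. Dim probes limit the rest, since 17132 of 45281 probes reached the detection limit per array.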

Differences from the paper's values

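Of 43 genes with a fold in the paper, 38 gave a fold here (*Shh*, measured but undetected in *Pten* +/+ tumors, gave none). Of these, 37 went in the paper's direction and 33 passed, and the folds of 4 differed. A fold counted as different only if it passed a set ratio and lay farther off than the larger SD between tumors of a genotype. That limit widens with the spread between tumors, and the SD was 1.08 log2 units for *Bdnf*. *Smo* was 1.88-fold lower by its probe with the highest mean log2 signal, where the paper gives 3.2; the mean of all kept probes (2.20) came within the limit set for a difference, and no other alternative set before the data were examined did, but a second kept probe was 3.25-fold lower (adjusted p = 1.1e-05). *Rtn4* was 1.90-fold higher, where Table S3 gives the paper's 3.1. The mean of all kept probes (2.26) and leaving out tumor PS30 (2.08) came within the limit set for a difference. The other alternatives did not, while the mean of the linear folds of its probes (2.41), chosen after seeing the values, did. In addition, 2 dimmer probes, undetected in *Pten* +/+ tumors, were at least 2.05-fold and 1.92-fold higher. By mean linear signals, those of *Pten* +/+ tumors below the detection limit, the first was 3.08 times as high, near the paper's value. *Bdnf* was 13.5-fold higher, where the paper gives 5; the mean of all kept probes (2.71) came within it, as did the mean of linear folds (4.44), chosen after seeing the values, while the other alternatives gave 10.9 to 22.3. *Ntrk2* was 0.924 times its *Pten* +/+ level and did not pass, where the paper gives it as 2.0-fold higher. No alternative came within the limit (1.20 with the mean of all kept probes). Its second probe was 2.04-fold higher (log2 fold change 1.03, adjusted p = 0.0020, limma), near the paper's value, while its dimmest kept probe did not pass (-0.12, 0.45). The mean of linear folds moved 26 named genes by more than their spread.

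The probe counts at the paper's thresholds, 2451 in all with 1328 higher and 1123 lower, lay within the limit set for a difference from the paper's.

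Other genes that the paper lists as changed did not pass here, although each went in its direction. *Thy1* (1.54, adjusted p = 0.082) passed by SAM and without tumor PS63, *Cdkn1a* (1.17, 0.090) by SAM, with array weights, without tumor PS182 or PS184 and, as chosen after seeing the values, without both. *Cdkn2b* (0.83, 0.24) passed with array weights and, as chosen after seeing the values, without both tumors. *E2f1* (-1.30, 0.054) passed by SAM, without between-array normalization, with detection on 4 arrays, with array weights, without tumor PS34, PS136 or PS137 and, as chosen after seeing the values, without PS182 and PS184. *Vegfc* (0.61, adjusted p = 0.0503) passed by SAM, with normexp, cyclic loess, detection on 4 arrays, array weights, the intensity trend or the mean of all kept probes, and without tumor PS34, PS137 or PS182. *Itpka* (0.90, 0.22) passed in none. The paper reports cyclin D1 as lower by RT-PCR; its *Ccnd1* probe did not pass on the arrays (-1.14, 0.063) except by SAM, with array weights, over the mean of its probes and, as chosen after seeing the values, without PS182 and PS184.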

Other observations

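The tests in this part were chosen before the result was seen, with 3 exceptions chosen only after it. These were leaving out tumors PS182 and PS184 together, the transcripts of stained markers and the values per tumor. Genes of glycolysis were higher in *SmoA1* +; *Pten* +/− medulloblastomas: of 16, 12 were higher and 4 did not pass (13 higher and 1 lower adjusted over the list alone), led by *Pfkp* (log2 fold change 3.01, SE 0.19, adjusted p = 3.6e-06, limma), *Aldoa* (1.82), *Hk1* (1.55) and *Pfkm* (1.87); camera gave an adjusted p of 3.7e-06, or 0.52 with an estimated correlation. Its *Eno2* is also a neuronal gene, and *Slc2a1* and *Pgk1* are also on the hypoxia list. Of 19 hypoxia response genes, 8 were higher, *Kdm3a* was lower and 10 did not pass, with *Car9* (1.47, adjusted p = 5.0e-04) detected in 1 of 4 *SmoA1* +; *Pten* +/+ medulloblastomas (camera 0.044; 0.52 with an estimated correlation). By camera the hypoxia list did not pass with survival as a covariate (0.069; median 0.20), with detection on 4 arrays (0.053), the floor (0.051) or array weights (0.083), or without tumors PS182 and PS184 (0.062), where its median was 0.12 in place of 0.35. Of 17 genes of cholesterol synthesis, 7 were higher, *Mvk* was lower and 9 did not pass, *Pmvk* (0.72) and *Msmo1* (1.44) having the smallest p-values (camera 0.015; 0.63 with an estimated correlation). Of 20 immediate early genes, 9 were higher, *Egr2* was lower and 10 did not pass, with *Egr1* (1.81) and *Fos* (2.58) among the first (camera 0.037; 0.68 with an estimated correlation, 0.057 with the floor). For these 3 lists the counts were the same adjusted over the list alone. Scores of the immediate early list were 0.03 in tumor PS182 and 0.18 in tumor PS184, against 0.64 to 1.32 in the other 6 *Pten* +/− tumors and -0.07 to 0.08 in *Pten* +/+ tumors, so that 2 of 8 tumors barely showed this rise. *Mvk* did not pass with survival as a covariate (adjusted p = 0.17), without between-array normalization (0.069), with the floor (0.41) or when any 1 of 3 of the 12 tumors was left out (0.053 to 0.087). With that covariate 11 glycolysis genes were higher, 5 hypoxia genes higher and 1 lower, 3 cholesterol genes higher, and 5 immediate early genes higher and 1 lower.

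Markers of microglia and macrophages fell, with *Aif1* (log2 fold change -1.63, SE 0.24, adjusted p = 1.4e-04), *C1qa* (-1.04), *C1qb* (-1.33) and *Laptm5* (-1.15) first. Red blood cell genes were higher in 4 of 6 (camera 0.068), *Slc4a1* among them, and these as well as the astrocyte, choroid plexus, T cell, interferon and apoptosis counts were the same adjusted over the list alone. Astrocyte and Bergmann glia markers passed in 3 of 16, *Slc4a4* and *Slc1a2* higher and *Apoe* lower (median log2 fold change 0.40, camera 0.19). Of 13 meningeal and fibroblast genes, *Slc6a13* was higher and *Col5a1* lower, neither adjusted over the list alone (median 0.12, camera 0.56), and none of 9 choroid plexus and ependyma markers passed (median 0.33, camera 0.59). Of 3 T cell markers, *Cd8b1* was lower, and the list's median (-0.04) and mean (0.32) differed in sign (camera 0.78); *Thy1*, also a neuronal gene and one the study picked, made up the difference. Of 15 interferon response genes, 7 were lower, *Stat2* was higher and 7 did not pass, *Ifit2* (-1.16) and *Psmb9* (-0.57) first (median -0.27, camera 0.21). Of 16 Notch pathway genes, *Hey1*, *Dtx1* (-1.05), *Mfng* (-1.58) and *Dll3* were lower, *Numb* (0.63) and *Jag2* were higher and 10 did not pass (median -0.16, camera 0.35; 1 higher and 4 lower adjusted over the list alone). Of 26 apoptosis regulators, 10 were lower, among them *Bok* (-1.98), *Casp2* (-1.65), *Fadd* (-0.68) and *Htra2* (-0.44); *Bcl2l1* (0.69) and *Bcl2l2* (0.92), which protect from apoptosis, and *Cycs* (1.22) were higher, and 13 did not pass (median -0.35, camera 0.17).

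None of the red blood cell, astrocyte, or meningeal and fibroblast genes passed with survival as a covariate, including *Slc4a1* (adjusted p = 0.31), *Slc4a4* (0.063), *Slc1a2* (0.072), *Apoe* (0.14), *Slc6a13* (0.47) and *Col5a1* (0.18). None of the interferon genes was then higher and 2 were lower, without *Stat2* (0.25), none of the Notch genes was higher and 3 were lower, without *Jag2* (0.18), *Numb* (0.23) and *Dll3* (0.29), and 4 apoptosis regulators were higher and 5 lower. With that covariate the median log2 fold change was 0.003 for both the astrocyte and the interferon list. Without between-array normalization *Stat2* (0.16), *Numb* (0.12), *Jag2* (0.21) and *Slc6a13* (0.071) did not pass, nor did *Jag2* (0.69) and *Slc4a1* (0.20) with the floor. Leaving out 1 tumor, *Jag2* did not pass in 9 of 12 cases (0.052 to 0.10), *Slc4a1* (0.054 to 0.073) and *Slc6a13* (0.054 to 0.085) without PS23, PS25 or PS30, *Col5a1* without PS23 or PS25 (0.056, 0.082) and *Apoe* without PS30 (0.058).

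Transcripts of markers that the paper stained, chosen after their values were seen, had log2 fold changes of 1.12 for *Rbfox3* (NeuN; adjusted p = 2.0e-04), 1.90 for *Syp* (synaptophysin; 9.2e-05), -1.17 for *Pcna* (3.3e-04) and 0.47 for *Pecam1* (CD31; 0.0081). *Cd34* (0.35, 0.084) and *Gfap* (0.63, 0.14) did not pass.

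Among *SmoA1* +; *Pten* +/− medulloblastomas, tumors PS34, PS136, PS137 and PS161 and tumors PS182, PS184, PS213 and PS214 lay apart on several scores. *Shh* pathway scores were -1.14 to -0.86 in the first 4 and -2.08 to -1.5 in the others, DNA replication scores -1.24 to -1.16 and -2.64 to -1.83, mitosis scores -1.39 to -1.26 and -3.39 to -2.15, and positions on the first principal component 13.0 to 17.6 and 44.9 to 64.1. These tumors were grouped from the values themselves, so that no test was run, and no chip was stated.

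Survival within *SmoA1* +; *Pten* +/− medulloblastomas was set against 5 list scores (8 tumors, exact permutation, adjusted over the 5 relations). Pearson's r was 0.40 for DNA replication (p = 0.32, adjusted 0.53), 0.39 for mitosis (0.33, 0.53), -0.16 for mature granule neurons (0.71, 0.71), 0.33 for *Shh* (0.42, 0.53) and -0.43 for angiogenic ligands (0.29, 0.53) by exact permutation. Spearman's rho was 0.13, 0.11, -0.17, 0.37 and -0.20 (p = 0.36 to 0.81, each adjusted to 0.81) by exact permutation. Without tumors PS137 and PS161, the farthest from the median survival, r was -0.22, -0.28, -0.35, -0.19 and 0.56, so that no relation held.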
